# The D84G mutation in STIM1 causes nuclear envelope dysfunction and myopathy in mice

**DOI:** 10.1172/JCI170317

**Published:** 2024-02-01

**Authors:** Victoria Bryson, Chaojian Wang, Zirui Zhou, Kavisha Singh, Noah Volin, Eda Yildirim, Paul Rosenberg

**Keywords:** Cell biology, Muscle biology, Calcium signaling, Genetic diseases

## Abstract

Stromal interaction molecule 1 (STIM1) is a Ca^2+^ sensor located in the sarcoplasmic reticulum (SR) of skeletal muscle, where it is best known for its role in store-operated Ca^2+^ entry (SOCE). Genetic syndromes resulting from STIM1 mutations are recognized as a cause of muscle weakness and atrophy. Here, we focused on a gain-of-function mutation that occurs in humans and mice (STIM1^+/D84G^ mice), in which muscles exhibited constitutive SOCE. Unexpectedly, this constitutive SOCE did not affect global Ca^2+^ transients, SR Ca^2+^ content, or excitation-contraction coupling (ECC) and was therefore unlikely to underlie the reduced muscle mass and weakness observed in these mice. Instead, we demonstrate that the presence of D84G STIM1 in the nuclear envelope of STIM1^+/D84G^ muscle disrupted nuclear-cytosolic coupling, causing severe derangement in nuclear architecture, DNA damage, and altered lamina A–associated gene expression. Functionally, we found that D84G STIM1 reduced the transfer of Ca^2+^ from the cytosol to the nucleus in myoblasts, resulting in a reduction of [Ca^2+^]_N_. Taken together, we propose a novel role for STIM1 in the nuclear envelope that links Ca^2+^ signaling to nuclear stability in skeletal muscle.

## Abstract 2

The D84G STIM1 mutation within the nuclear envelope disrupts nuclear-cytosolic coupling causing nuclear instability via reduced calcium transfer in myoblasts.

## Introduction

Stromal interaction molecule 1 (STIM1) is a transmembrane protein located in the sarcoplasmic reticulum (SR) of skeletal muscle, where it senses Ca^2+^ stores and activates Orai channels as part of store-operated Ca^2+^ entry (SOCE). SOCE in muscle fibers is required for Ca^2+^ homeostasis and to sustain Ca^2+^ transients during neuromuscular activity (1). Loss-of-function mutations in the human and mouse genes for STIM1 and calcium release–activated calcium modulator 1 (Orai1) cause reduced muscle growth and weakness, in addition to severe combined immune deficiency (2–4). Gain-of -function mutations in STIM1 and Orai1 are increasingly recognized as a genetic syndrome that includes hyposplenism, platelet bleeding diathesis, and tubular aggregate myopathy (TAM1) (5). Tubular aggregates form in specific regions of the SR membrane that contain STIM1, calsequestrin (CASQ), and SERCA1 but exclude the ryanodine receptor 1 (RYR1). While tubular aggregates are associated with STIM1 mutations, it remains to be determined if they are required for STIM1 myopathy. In fact, various mouse models of the STIM1 mutations fail to manifest tubular aggregates but do show weakness (6–10).

In skeletal muscle, the SR is composed of highly specialized regions that include the junctional cisternae (jSR), the longitudinal SR (lSR), and the perinuclear membrane. The lSR houses the RYR1, is located adjacent to the A-I bands of the sarcomere, and is the site of Ca^2+^ release during excitation contraction coupling (ECC). The lSR encompasses the fenestrated membrane near the Z-line that is enriched in sarcoplasmic/endoplasmic reticulum Ca^2+^-ATPase, (SERCA1) and functions in Ca^2+^ store refilling, protein synthesis, and protein secretion. STIM1 is organized into operational domains of the SR membrane that include the lSR and the jSR. STIM1 in the jSR interacts with Orai1 in the T-tubular membrane to activate SOCE. We recently showed that STIM1 is tethered in the lSR by the type III intermediate filament (IF) desmin to regulate SERCA1 and Ca^2+^ signaling in the muscle fibers (11). Desmin anchors STIM1 to the Z-disc of muscle fibers, regulates SOCE, and prevents Ca^2+^ overload by facilitating store refilling by SERCA1 pumps.

In contrast to our understanding of STIM1 in the SR membrane, far less is known about the role STIM1 has in the nuclear membrane (12). STIM1 can be detected in the outer nuclear membrane and as part of the nuclear reticulum. We hypothesized that STIM1 has an essential role in nuclear-cytosolic connectivity and interacts with proteins of the linker of nucleoskeleton and cytoskeleton (LINC) complex. The LINC complex is composed of several proteins that span the nuclear envelope and include lamin A/C in the nuclear lamina, Sad1 and UNC84 domain–containing proteins (SUN1/2) of the inner nuclear membrane (INM), and Kash/Nesprin proteins of the outer nuclear membrane (ONM) (13). Compromise of the nuclear-cytosolic connectivity can influence nuclear morphology, induce apoptosis, and influence gene expression, as occurs in Emery Dreifuss muscular dystrophy (EDMD) and other laminopathies (14).

In the present work, we used a mouse model bearing a mutation in the EF hand (helix-loop-helix structural domain) (D84G) of STIM1 to explore the role of STIM1 in the nuclear membrane in vivo (15, 16). We show that STIM1^+/D84G^ mice exhibited constitutively activated SOCE but had muscle fibers that were spared the consequence of Ca^2+^ overload due to remodeling of Ca^2+^ handling apparatus in these muscles. Intriguingly, we found that changes in the nuclear morphology that resembled changes observed in myopathies associated with laminopathies. These findings offer insight into the pathogenesis of STIM1 myopathies and demonstrate a previously unrecognized role for STIM1 in the nuclear envelope, gene expression, and DNA damage.

## Results

### Reduced muscle mass in STIM1^+/D84G^ mice.

STIM1^+/D84G^ mice are fertile and exhibit no excess mortality compared with their WT littermates. We did, however, observe a significant reduction in body weight in a cohort of STIM1^+/D84G^ mice (Figure 1A). In mice at 6 months of age, we observed a reduction in muscle mass (normalized to tibia length) for specific muscles including tibialis anterior (TA), extensor digitorum longus (EDL), and gastrocnemius (GST) muscles (Figure 1B). The mass of the soleus (Sol) muscles did not differ (Figure 1B), and tibia length did not differ for STIM1^+/D84G^ or WT mice (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI170317DS1). We found a significant reduction in the cross-sectional area of type IIB muscle fibers relative to type IIA fibers in the EDL muscles of STIM1^+/D84G^ mice (Supplemental Figure1B). These data suggest that the loss of muscle mass for STIM1^+/D84G^ mice selectively involved muscles enriched in fast glycolytic fibers, whereas muscles enriched in slow oxidative fibers maintained muscle mass. 

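In GST muscle RNA, the transcript of the type IIB myosin heavy chain Myh4 fell, and those of the type IIX chain Myh1 and the slow chain Myh7 rose in STIM1+/D84G mice. Myh4 counted 3271290 ± 169990 (SD, n = 4 mice) in WT and 1590380 ± 190340 (SD, n = 4) in STIM1+/D84G muscle, Myh1 138217 ± 36180.0 (SD, n = 4) in WT and 278409 ± 30279 (SD, n = 4) in STIM1+/D84G muscle, and Myh7 25240.2 ± 4967 (SD, n = 4) in WT and 62696 ± 14123 (SD, n = 4) in STIM1+/D84G muscle. Myh4 made up 93.0% ± 1.54 (SD, n = 4) of the counts of Myh1, Myh2, Myh4 and Myh7 together in WT and 78.3% ± 3.97 (SD, n = 4) in STIM1+/D84G muscle, while Myh1 made up 3.96% ± 1.16 and 13.8% ± 2.24. The embryonic and neonatal chains Myh3 and Myh8, which mark developing and regenerating fibers, rose as well. All 14 listed slow-fiber genes were higher, among them the slow troponins Tnnc1 and Tnni1 and the tropomyosin Tpm3, and 14 of 15 fast-fiber genes were lower, among them Tnnt3, Tnnc2 and Pfkm (14 higher and 15 lower, respectively, when adjusted over the list alone).

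**Figure D1:**
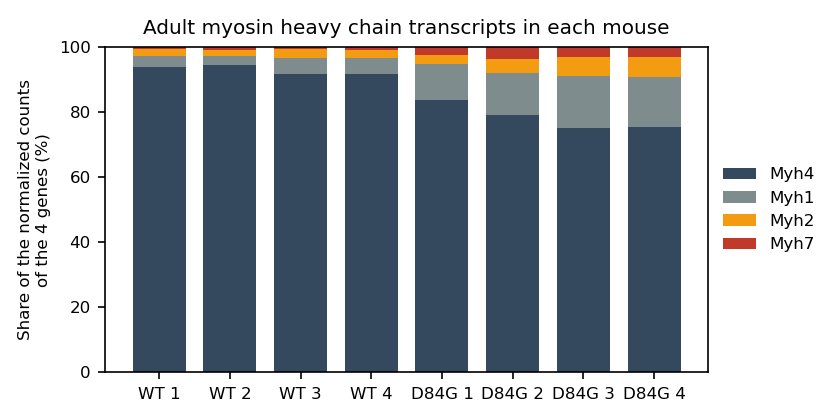
Share of the normalized counts of Myh1, Myh2, Myh4 and Myh7 taken by each gene (y axis, percent), with 1 stacked bar for each of the 4 WT and 4 STIM1+/D84G (D84G) mice. Myh4 takes a mean of 93.0% in WT and 78.3% in STIM1+/D84G mice.

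The values are read counts divided by a size factor per library, and each gene was tested with limma over all 15433 genes. The log2 fold changes, each with its standard error, were -1.05 ± 0.16 for Myh4 (adjusted p = 2.58e-04), 1.04 ± 0.17 for Myh1 (adjusted p = 4.58e-04), 1.31 ± 0.16 for Myh7 (adjusted p = 6.90e-05), 1.84 ± 0.13 for Myh3 (adjusted p = 1.73e-06) and 2.43 ± 0.07 for Myh8 (adjusted p = 1.63e-08). For each of these genes every STIM1+/D84G mouse lay on the same side of every WT mouse (exact permutation test, p = 0.029). The type IIA chain Myh2 counted 82282 ± 11478 (SD, n = 4) in WT and 94526 ± 24019.7 (SD, n = 4) in STIM1+/D84G muscle and did not pass the test (adjusted p = 0.447; 0.0312 without D84G replicate 1, and 0.0270 with scaling to the total of all listed genes, a setting chosen after seeing the data). Of 10 sarcomeric myosin heavy chain genes, 5 were higher, 1 was lower and 4 did not pass, also when adjusted over the list alone (median log2 fold change of 0.78, adjusted p = 0.0349 with a preset correlation and adjusted p = 0.275 with an estimated correlation; 0.0509 without WT replicate 3, and 0.0723 and 0.345 under 2 other scalings of the libraries). As groups against all other genes, the slow-fiber genes had a median log2 fold change of 1.22, adjusted p = 4.71e-08 with a preset correlation and adjusted p = 0.148 with an estimated correlation, and the fast-fiber genes a median log2 fold change of -0.64, adjusted p = 2.36e-07 with a preset correlation and adjusted p = 0.274 with an estimated correlation. Myh4 and Tnnt3 hold the same rank of abundance in all 8 libraries, so quantile normalization sets their difference to 0 whatever the change, and the fast-fiber list then has an adjusted p of 0.0571; under 2 other scalings both genes and the list (adjusted p = 1.77e-09 and 6.87e-15) stayed lower. Myh1, Myh2, Myh3, Myh4 and Myh8 lie side by side on chromosome 11 between 67078300 and 67308634 (mm10) and are paralogs that may share reads.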

In fact, we noted a significant shift in fibers from the type IIB to type IIX based on immunofluorescence for the different myosin heavy chain isoforms as well as RNA expression (Supplemental Figure 1, C and D).

### Histopathology of the STIM1^+/D84G^ muscle.

Histopathology for STIM1^+/D84G^ skeletal muscles (Sol, EDL, and GST), evaluated by H&E-staining of sections, revealed a progressive increase in the number of central nuclei over 1 year in the Sol muscle sections (Figure 1, C–I). The EDL and GST muscle sections were analyzed at 6 months, and STIM1^+/D84G^ mice were found to have increased central nuclei as compared with their WT littermates (Supplemental Figure 1, E–I). GÖmÖri staining of muscle sections from STIM1^+/D84G^ mice showed that muscle fibers were variable in size and color, ranging from pale necrotic fibers to intensely stained fibers, consistent with excess contractile damage (Figure 1, J and K). However, GÖmÖri did not reveal changes to the SR that are typically seen for tubular aggregates. Staining of the SR for SERCA1 confirmed that there was no increase in tubular aggregate formation. In fact, there was a trend toward fewer tubular aggregates in the muscles of STIM1^+/D84G^ mice (Supplemental Figure 1J). Toluidine blue–stained sections from 3-month-old STIM1^+/D84G^ mice identified abnormally shaped, pale fibers, necrotic fibers, and expansion of the extracellular matrix — nonspecific findings often seen in skeletal myopathies (Figure 1, L and M). TA muscles from 3-month-old WT and STIM1^+/^^D84G^ mice were examined by transmission electron microscopy (TEM) (Figure 1, N and O. We noted structural changes in muscle sections from STIM1^+/D84G^ mice that included marked dilation of the terminal cisternae of the SR, which resembled the steps described for tubular aggregate development in aged muscles, where SR dilation precedes tubular aggregate formation (17).

### Muscle-specific gene expression profiling of D84G mice.

To understand the differences in gene expression between muscles from WT and STIM1^+/D84G^ mice, we performed RNA-Seq in GST muscles isolated from 6-month-old mice. 

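The GST muscle libraries came from 4 WT and 4 STIM1+/D84G mice, with 1 library per mouse. The paper's methods name a stranded mRNA kit and paired-end sequencing, and the sample labels name a SMARTer kit and mm10 as the genome build. The deposited values carry the name RPKM but are read counts divided by 1 size factor per library: in each library 100% of the values were whole multiples of the value of 1 read within 0.01, and they are not scaled by gene length. They are called normalized counts here. Reads in listed genes ranged from 28698738 to 33661535 in WT and from 27481177 to 35018732 in STIM1+/D84G libraries. The authors' table lists 15433 genes, of which 92.2% are protein coding. Each was tested with limma with a trend on log2 of the normalized count plus 0.1, with adjustment over all genes by the method of Benjamini and Hochberg at 0.05. A filter on a mean of at least 0.5, set with RPKM in mind, removed no gene. Lists of genes were tested against all other genes with camera, with a preset correlation of 0.01 between genes and again with an estimated correlation. Values are means ± SD over 4 mice per genotype, and a fold change is STIM1+/D84G over WT. With 4 mice against 4 the smallest 2-sided p of an exact permutation test is 0.029. The normalized counts summed to between 33536636 and 34589111 in WT and between 26080391 and 27436601 in STIM1+/D84G libraries, and the 50 most abundant genes held 51.7% ± 0.407 and 43.5% ± 1.11 (SD, n = 4 each) of them.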

The volcano plots show differentially expressed genes (DEGs) in STIM1^+/D84G^ mice that included 15,434 transcript reads. 

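Among the genes with the largest rise in STIM1+/D84G muscle were Chit1, which encodes the macrophage chitinase chitotriosidase, Sprr1a, which encodes a small proline-rich protein, and Krt8, which encodes a keratin of simple epithelia. Chit1 had no read in the 4 WT libraries and 53.7 ± 13.5 normalized counts (SD, n = 4) in STIM1+/D84G muscle, at least 65.6-fold higher, and Sprr1a was at least 35.3-fold higher, against a floor of 3 reads over the 4 WT libraries. Clca6 (Clca4a in the annotation), a member of the chloride channel accessory family, had 2 reads in the WT libraries together and 620 in the STIM1+/D84G libraries, a ratio of 249 with a 95% counting interval of 68.6 to 2059. Krt8 had 100.0 ± 20.4 normalized counts in STIM1+/D84G muscle and reads in only 1 WT library, replicate 3 (14.1). Among the genes with the largest fall were Nmrk2, a nicotinamide riboside kinase of muscle, from 1383 ± 340.4 to 339 ± 31.7, Pla2g5, a secreted phospholipase, from 469.7 ± 85.3 to 107 ± 21.7, and Fgfbp1, which encodes a binding protein of fibroblast growth factors, from 623 ± 137 to 119.7 ± 37.8 (SD, n = 4 each).

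Of 15433 genes tested with limma, 3859 (25.0%) were higher and 3765 (24.4%) lower in STIM1+/D84G muscle at an adjusted p under 0.05. With a fold of more than 2.5 as a second condition, 904 genes (5.86%) were higher and 66 (0.428%) lower. In 7102 genes (46.0%) the 4 WT and the 4 STIM1+/D84G values did not overlap, where chance gives 2.86%. No read was found in WT for 40 genes and in STIM1+/D84G muscle for 4 genes. Interval and floor cover counting error only.

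The counts over 2.5-fold depend on how the libraries are scaled. They were 1075 higher and 45 lower with scaling on all but the 50 most abundant genes, 521 and 205 with quantile normalization, and 1507 and 30 with scaling to the total of all listed genes, chosen after seeing the data. Without the fold condition, 5318 genes were higher and 2245 lower, 3109 and 4140, and 9480 and 761, in the same order. These scalings shift the median log2 fold change of all genes by 0.12, -0.08 and 0.35.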

Of the total transcripts, 1,543 DEGs (~10%) were upregulated and only 116 DEGs (~1.8%) were downregulated, based on a statistical cutoff of the normalized enrichment score (NES >2.5) and a FDR of less than 0.05 (Figure 2, A and B, and Supplemental Table 1).

### Pathway analysis for RNA-Seq in skeletal muscle from STIM1^+/D84G^ mice.

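Genes of innate immunity rose in STIM1+/D84G muscle. Of 27 genes of Toll-like receptor and innate signaling, 20 were higher, among them Irf7, a transcription factor of the interferon response, the lysosomal protease Ctss and the receptors Tlr1 and Tlr13, and 2 were lower, Tirap and Traf6 (20 and 2 when adjusted over the list alone). Irf7 counted 75.9 ± 11.5 (SD, n = 4) in WT and 407 ± 79.7 (SD, n = 4) in STIM1+/D84G muscle, and Ctss 146 ± 25.6 (SD, n = 4) in WT and 784 ± 150.2 (SD, n = 4) in STIM1+/D84G muscle. Of 41 interferon-response genes, 32 were higher and none was lower (32 when adjusted over the list alone), among them the antiviral genes Oas3, with 3.37 ± 1.81 (SD, n = 4) in WT and 60.5 ± 16.3 (SD, n = 4) in STIM1+/D84G muscle, and Mx1, with 4.73 ± 1.45 (SD, n = 4) in WT and 59.2 ± 18.2 (SD, n = 4) in STIM1+/D84G muscle. Of 15 genes of antigen presentation, 12 were higher and none was lower (12 when adjusted over the list alone), among them Cd74 and the class II genes H2-Aa, H2-Ab1 and H2-Eb1. All 16 macrophage markers were higher as well (16 when adjusted over the list alone), among them Cd68, with 66.1 ± 7.59 (SD, n = 4) in WT and 382 ± 35.9 (SD, n = 4) in STIM1+/D84G muscle, Trem2, Lgals3 and Fcgr1.

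Irf7 had a log2 fold change of 2.41 (standard error 0.16, adjusted p = 8.87e-07), Oas3 a log2 fold change of 4.29 (standard error 0.46, adjusted p = 2.23e-05), and Cd68 a log2 fold change of 2.53 (standard error 0.10, adjusted p = 8.19e-08). Against all other genes, the innate signaling list had a median log2 fold change of 1.31, adjusted p = 9.32e-07 with a preset correlation and adjusted p = 0.106 with an estimated correlation, and the interferon list a median log2 fold change of 0.99, adjusted p = 7.18e-11 with a preset correlation and adjusted p = 0.274 with an estimated correlation. The antigen presentation genes had a median log2 fold change of 0.97, adjusted p = 6.94e-06 with a preset correlation and adjusted p = 0.293 with an estimated correlation, and the macrophage markers a median log2 fold change of 1.9, adjusted p = 1.39e-10 with a preset correlation and adjusted p = 0.148 with an estimated correlation. The adjusted p of Traf6 was 0.0285, and it was 0.0536 to 0.0776 when any of WT replicates 2 and 4 or D84G replicates 2 and 3 was left out, and 0.0698 and 0.803 with quantile normalization and with scaling on all but the 50 most abundant genes. Its sign turns positive with scaling to the total of all listed genes.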

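Genes of the unfolded protein response rose with these. Of 41 genes of ER stress, 34 were higher and 2 were lower, Atf4 and Herpud1 (34 and 3 when adjusted over the list alone). The ER chaperone Hspa5 counted 5133 ± 369 (SD, n = 4) in WT and 12086 ± 295 (SD, n = 4) in STIM1+/D84G muscle, Sdf2l1, a cochaperone of the ER lumen, 86.5 ± 11.0 (SD, n = 4) in WT and 255 ± 30.4 (SD, n = 4) in STIM1+/D84G muscle, and Derl3, a component of ER-associated degradation, 1.66 ± 1.07 (SD, n = 4) in WT and 23.5 ± 2.44 (SD, n = 4) in STIM1+/D84G muscle. The stress-induced transcription factor Atf3 and Asns, which makes asparagine, also rose. Of 28 genes of myogenesis, 19 were higher and 4 were lower, Mstn, Mef2a, Mef2c and Mef2d (20 and 5 when adjusted over the list alone). Tmem8c (Mymk), which encodes the fusion protein myomaker, counted 5.21 ± 2.14 (SD, n = 4) in WT and 122 ± 20.8 (SD, n = 4) in STIM1+/D84G muscle, and the myogenic factor Myog 198 ± 51.4 (SD, n = 4) in WT and 502 ± 54.4 (SD, n = 4) in STIM1+/D84G muscle, while Mstn, which encodes the growth inhibitor myostatin, fell from 2939 ± 438 to 1135 ± 138 (SD, n = 4 each). Of 45 genes of the extracellular matrix, 44 were higher and none was lower (44 when adjusted over the list alone), among them Postn (periostin), Lum (lumican), Ltbp2 and Timp1, an inhibitor of matrix proteases. The markers of fibro-adipogenic progenitors and of tendon, which make matrix, had medians above 0 as well.

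The log2 fold changes were 1.24 ± 0.05 for Hspa5 (adjusted p = 8.19e-08), 1.37 ± 0.15 for Myog (adjusted p = 2.93e-05), -1.37 ± 0.11 for Mstn (adjusted p = 3.03e-06) and 3.35 ± 0.16 for Timp1 (adjusted p = 1.58e-07), each ± its standard error from limma. The ER stress list had a median log2 fold change of 0.60, adjusted p = 4.37e-12 with a preset correlation and adjusted p = 0.0842 with an estimated correlation. For myogenesis this was a median log2 fold change of 0.81, adjusted p = 5.53e-05 with a preset correlation and adjusted p = 0.0842 with an estimated correlation, and for the extracellular matrix a median log2 fold change of 0.75, adjusted p = 9.80e-16 with a preset correlation and adjusted p = 0.148 with an estimated correlation. Of 8 transcripts that the study quantified by PCR, 6 were higher (Hspa5, Pdia4, Sdf2l1, Gadd45a, Myog and the small heat shock protein Cryab), Mstn was lower, and Pax7, the transcription factor of satellite cells, did not pass the test, also when adjusted over the list alone. The study picked these transcripts for its PCR, so they are not independent evidence of a direction (median log2 fold change of 1.1, adjusted p = 0.00143 with a preset correlation and adjusted p = 0.0842 with an estimated correlation; 0.0691 with scaling to the total of all listed genes). Pax7 counted 117 ± 32.0 (SD, n = 4) in WT and 126 ± 27.3 (SD, n = 4) in STIM1+/D84G muscle (adjusted p = 0.669), and Cryab 15874 ± 1457 (SD, n = 4) in WT and 38379.9 ± 1699.8 (SD, n = 4) in STIM1+/D84G muscle. The falls of Mef2c, Mef2d, Atf4 and Herpud1 were smaller than the shift of 0.35 that scaling to the total of all listed genes gives their log2 fold changes. Their signs therefore differ under it, as does that of Herpud1 under quantile normalization. With scaling on all but the 50 most abundant genes Atf4, Herpud1 and Mef2d had adjusted p = 0.320, 0.705 and 0.0753, and with quantile normalization 0.550, 0.998 and 0.242. The adjusted p of Mef2c was 0.0276, and it was 0.0538 to 0.0860 when any of WT replicates 2, 3 and 4 or D84G replicates 1, 3 and 4 was left out, and 0.325 and 0.490 with quantile normalization and with scaling on all but the 50 most abundant genes.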

Gene Ontology (GO) analysis identified significant changes in several biologic processes and pathways for the upregulated DEGs that associate with inflammation (TLR, IFN signaling, type I immune response), ER stress (ATF-6, calnexin, ER lumen), myogenesis, and extracellular matrix (Figure 2C). Involvement of the ER stress and unfolded protein pathways was validated by quantifying the mRNA by quantitative PCR (qPCR) for heat shock protein family A (HSP70), member 5 (HSPA5), protein disulfide isomerase family A member 4 (PDIA4), growth arrest and DNA damage–inducible α (GADD45), and stromal cell–derived factor 2–like 1 (SDF2L1). ER stress pathways sense accumulation of the misfolded protein and activate transcriptional pathways that upregulate chaperones in the ER to promote refolding (Figure 2D). We also noted upregulation of myogenic factors, including myogenin (MYOG), paired box 7 (PAX7), myostatin (MSTN), and aβ-crystallin (CRYAB).

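Genes of glycolysis and glycogen metabolism were mostly lower in STIM1+/D84G muscle. Of 34 such genes, 22 were lower, 5 were higher and 7 did not pass the test, also when adjusted over the list alone. Fbp2, the muscle fructose bisphosphatase, which acts in the direction opposite to glycolysis, counted 2292 ± 231 (SD, n = 4) in WT and 665 ± 112 (SD, n = 4) in STIM1+/D84G muscle, and Pfkfb3, whose product makes the activator of phosphofructokinase, 15181 ± 2549 (SD, n = 4) in WT and 6193 ± 956 (SD, n = 4) in STIM1+/D84G muscle. The members that rose included Pdk4, which restrains entry of pyruvate into mitochondria, and Gbe1, the glycogen branching enzyme. Of 41 histone methyltransferase genes, 19 were lower, 1 was higher (Whsc1, the NSD2 enzyme) and 21 did not pass, also when adjusted over the list alone; their median is above 0, but below that of all genes, with scaling to the total of all listed genes. Setd8 (Kmt5a), the enzyme for monomethylation of histone H4, counted 6199 ± 732 (SD, n = 4) in WT and 3139 ± 240.4 (SD, n = 4) in STIM1+/D84G muscle, and Smyd2 5521 ± 673 (SD, n = 4) in WT and 2991 ± 260.5 (SD, n = 4) in STIM1+/D84G muscle. Of 48 genes of oxidative phosphorylation and the TCA cycle, 24 were lower and 3 were higher, Idh2, Ndufb3 and Sdhc (25 and 3 when adjusted over the list alone), with a median above 0 under 3 other scalings and above that of all genes under 1 of them, quantile normalization. Idh3a, a subunit of isocitrate dehydrogenase, fell from 17272 ± 226 to 12212 ± 394 (SD, n = 4 each). Of 7 genes encoded by mitochondrial DNA, 6 were lower and none was higher (6 when adjusted over the list alone). Their median was above 0 under 2 other scalings and above that of all genes under 1 of them, quantile normalization. From limma, Fbp2 had a log2 fold change of -1.79 (standard error 0.11, adjusted p = 7.13e-07), Setd8 a log2 fold change of -0.98 (standard error 0.08, adjusted p = 3.81e-06), and Idh3a a log2 fold change of -0.50 (standard error 0.04, adjusted p = 2.32e-06). Glycolysis and glycogen genes had a median log2 fold change of -0.52, adjusted p = 1.18e-06 with a preset correlation and adjusted p = 0.0842 with an estimated correlation. Histone methyltransferase genes had a median log2 fold change of -0.16, adjusted p = 2.22e-04 with a preset correlation and adjusted p = 0.148 with an estimated correlation, and under scaling to the total of all listed genes a median of 0.19, below the 0.36 of all genes (adjusted p = 0.309). The oxidative genes had a median log2 fold change of -0.12, adjusted p = 1.29e-04 with a preset correlation and adjusted p = 0.401 with an estimated correlation; their median was above 0 under each of 3 other scalings, at 0.00, 0.05 and 0.23 against 0.14, -0.07 and 0.36 for all genes, with adjusted p = 0.0544, 0.0517 and 0.193. The mitochondrially encoded genes had a median log2 fold change of -0.27, adjusted p = 0.00673 with a preset correlation and adjusted p = 0.381 with an estimated correlation, and their median was 0.04 with quantile normalization (adjusted p = 0.146) and 0.07 with scaling to the total, below the 0.36 of all genes; the list still passed in the same direction with scaling to the total (adjusted p = 0.00767) and on all but the 50 most abundant genes (adjusted p = 0.00373).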

On the basis of the DEGs downregulated in the muscles of STIM1^+/D84G^ mice, GO enrichment tools identified signaling pathways associated with carbohydrate catabolism, histone methyltransferase activity, mitochondrial oxidative metabolism, DNA repair, chromosome organization, and chromatin modification (Figure 2C). These pathways are frequently linked to chromatin organization, muscle differentiation, and mitochondrial biogenesis. Taken together, marked changes in the transcriptome of muscles from STIM1^+/D84G^ mice led to changes in pathways related to ER stress and upregulated immune responses, whereas pathways associated with chromatin regulation were downregulated.

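In each of the 4 STIM1+/D84G muscles, the mean level of the genes of innate signaling, the interferon response, antigen presentation, ER stress, the extracellular matrix and myogenesis lay above that in each of the 4 WT muscles, and the macrophage markers did so as well. The mean level of the genes of glycolysis, oxidative metabolism, histone methyltransferases, chromatin modifiers, DNA repair and nucleoporins lay below it in each, though all of these but glycolysis rise above 0 in median under at least 1 other scaling, where only the oxidative genes, with quantile normalization, rise above the median of all genes. The ER stress genes lay 0.75 ± 0.04 (SD, n = 4) above the WT mean on the log2 scale, the innate signaling genes 1.19 ± 0.13, and the macrophage markers 1.96 ± 0.29. The chromatin modifier genes stood at -0.21 ± 0.02 relative to the WT mean. With scaling to the total of all listed genes, which adds 0.35 to most log2 fold changes, their median is above 0 but below that of all genes (0.15 against 0.36, adjusted p = 0.0204).

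**Figure D2:**
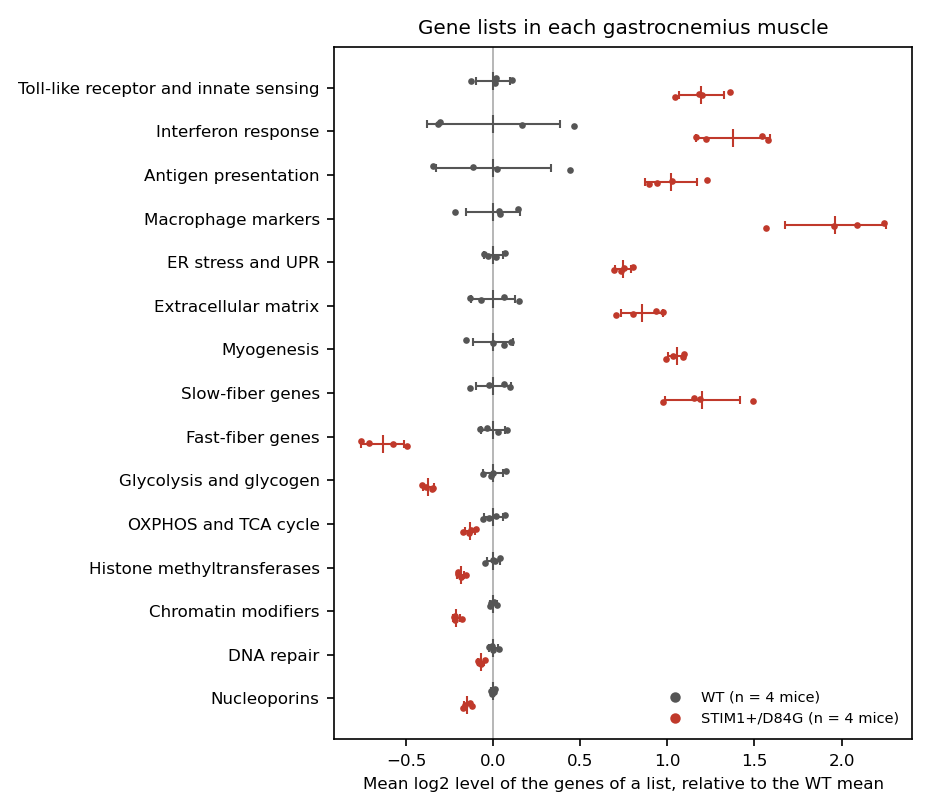
Mean log2 level of the genes of each of 15 lists relative to the WT mean (x axis, log2), with 1 point for each of the 4 WT mice (grey) and 4 STIM1+/D84G mice (red), and a vertical tick and bar for the mean ± SD. Of these 15 lists, macrophage markers sit highest in STIM1+/D84G mice, at a mean of 1.96, and fast-fiber genes lowest, at -0.64. Scaling to the total of all listed genes adds 0.35 to most log2 fold changes. Under it the medians of the oxidative, chromatin modifier, histone methyltransferase, DNA repair and nucleoporin lists rise above 0 and stay below the 0.36 of all genes.

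Of 41 lists with at least 5 measured genes, 28 passed the camera test at an adjusted p under 0.05 with a preset correlation and 0 with an estimated correlation, where 35 passed fry, which does not compare a list with other genes. In a principal component analysis, the first component held 79.2% of the variance and separated the genotypes. The paper draws on such changes in the DEGs, their GO terms and quantitative PCR of ER stress transcripts (Fig. 2, A to D), and later adds GSEA for chromatin modification. It concludes that the transcriptome of STIM1+/D84G muscle is altered in pathways of ER stress and immune response, which it finds upregulated, and of chromatin regulation, which it finds downregulated.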

### Spontaneous Ca^2+^ entry into the D84G muscle fibers.

The N-terminus of STIM1 extends into the SR lumen, where EF hands sense the depletion of luminal Ca^2+^ stores (18). The D84G mutation in STIM1 disrupts the globular compact structure created by the EF hand and SAM domains, thereby reducing the Ca^2+^ bound to it. As shown by others, this mutant STIM1 associates with Orai1 channels in the absence of store depletion and confers spontaneous Ca^2+^ entry (19). To examine the effect of D84G STIM1 on Ca^2+^ entry into flexor digitorum brevis (FDB) muscle fibers, we performed manganese (Mn^2+^) quenching assays by exciting Fura-2AM (360 nm) at the isosbestic wavelength. Manganese (1.8 mM) application to the cellular bath solution is detected as a loss of the emission of Fura-2 signal and thereby represents cationic flux across the sarcolemma. This enables the separation of Ca^2+^ entry and Ca^2+^ release and is known to be linearly related to SOCE. Addition of Mn^2+^ (1.8 mM) to D84G fibers reduced the fluorescence signal in the absence of store depletion to a greater degree than that seen in WT fibers, consistent with increased spontaneous Ca^2+^ entry into D84G muscle (Figure 3, A and B). SOCE is activated during neuromuscular activity of WT fibers by both tonic and phasic patterns (20). Electrical field stimulation (EFS) of WT fibers led to a greater rate of Fura-2 quenching compared with the rate in the absence of EFS within the same fiber, which was consistent with SOCE phasic activation (Figure 3, A and B). Importantly, no differences in the rate of Fura-2 quenching were detected in the EFS-stimulated WT and STIM1^+/D84G^ fibers (Figure 3, A and C). These data suggest that D84G STIM1 can spontaneously activate Orai1 channels in the T-tubular membrane. Because the STIM1^+/D84G^ fibers also contain WT STIM1, STIM1 Ca^2+^ sensor function was intact, as SOCE was activated by EFS. Despite the spontaneous Ca^2+^ entry into D84G fibers, we observed no differences in basal Ca^2+^ levels (Figure 3D). In addition, Ca^2+^ release from internal stores induced by caffeine (a RYR1 activator) and SERCA inhibition by cyclopiazonic acid (CPA) was detected in STIM1^D84G^ and WT mouse fibers (Figure 3, E and F).

To understand how the D84G STIM1 mutation influences EFS-evoked Ca^2+^ transients, we measured transients from Fura-4–loaded FDB fibers (21). We detected no difference in peak amplitude of the Ca^2+^ transients over a range of stimulation frequencies (1–50 Hz) in WT or STIM1^+/D84G^ fibers (Figure 3, G and H). However, analysis of the interstimulus nadir of Ca^2+^ revealed an increase in Ca^2+^ for STIM1^+/D84G^ fibers (Figure 3, G and I). Specifically, the change in Ca^2+^ was apparent after 500 seconds and 2,000 seconds of EFS. These data may represent the spontaneous SOCE that persists in the stimulated fiber. From these data it appears that the presence of D84G STIM1 in the SR did not significantly alter the Ca^2+^ transients. We therefore scrutinized RNA-Seq data from STIM1^+/D84G^ muscle for changes in the expression of factors that regulate Ca^2+^ handling proteins. 

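Several regulators of SR Ca2+ uptake changed in STIM1+/D84G muscle. Sln lies on chromosome 9 from 53850164 to 53854560 (mm10). Its transcript counted 33.1 ± 9.45 (SD, n = 4) in WT and 1388 ± 112 (SD, n = 4) in STIM1+/D84G muscle, a ratio of means of 41.9. Myoregulin (Mrln, listed as 2310015B20Rik), another small inhibitor of SERCA, fell from 886 ± 142 to 335 ± 34.7 (SD, n = 4 each). The fast SERCA gene Atp2a1 fell to 0.592 times its WT level, while the slow SERCA gene Atp2a2 rose to 2.18 times. The transcripts of Stim1 and its paralog Stim2 fell to 0.742 and 0.542 times their WT levels and that of the Ca2+ release channel Ryr1 to 0.559 times. Orai2, a plasma membrane Ca2+ channel gene, rose to 4.27 times. Its level was low, with 8 to 19 reads per WT library and 54 to 99 per STIM1+/D84G library.

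**Figure D3:**
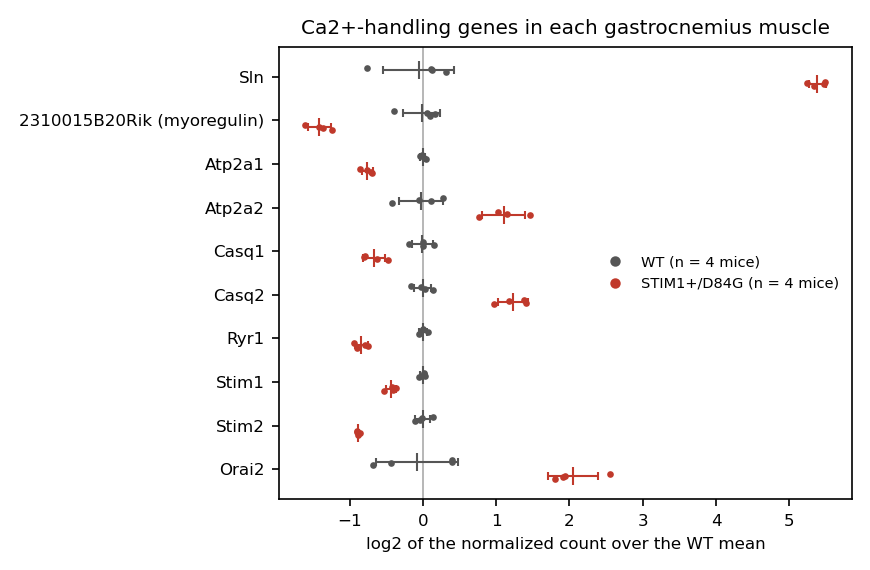
log2 of the normalized count over the WT mean (x axis) for 10 Ca2+-handling genes, with 1 point for each of the 4 WT mice (grey) and 4 STIM1+/D84G mice (red) and a vertical tick and bar for the mean ± SD. Sln sits highest in STIM1+/D84G mice and 2310015B20Rik lowest; Atp2a1 ranks second in abundance in all 8 libraries, so quantile normalization sets its difference to 0 whatever the change, and its fall stays under 2 other scalings (log2 fold changes of -0.63 and -0.41).

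From limma, Sln had a log2 fold change of 5.44 (standard error 0.19, adjusted p = 3.52e-08), with every STIM1+/D84G mouse above every WT mouse (exact permutation test, p = 0.029). The other log2 fold changes ± standard error were -1.39 ± 0.12 for 2310015B20Rik (adjusted p = 4.75e-06), -0.76 ± 0.12 for Atp2a1 (adjusted p = 3.02e-04), 1.13 ± 0.16 for Atp2a2 (adjusted p = 1.72e-04), -0.43 ± 0.04 for Stim1 (adjusted p = 1.39e-05), -0.88 ± 0.05 for Stim2 (adjusted p = 5.16e-07), -0.84 ± 0.07 for Ryr1 (adjusted p = 6.17e-06) and 2.13 ± 0.29 for Orai2 (adjusted p = 1.18e-04). Of 36 genes of Ca2+ handling, 8 were higher, 20 were lower and 8 did not pass the test, also when adjusted over the list alone. The list had a median log2 fold change of -0.21, adjusted p = 0.0119 with a preset correlation and adjusted p = 0.327 with an estimated correlation, and a mean of the opposite sign, 0.03. With quantile normalization its adjusted p was 0.612, and with scaling to the total of all listed genes its median was 0.14, below the 0.36 of all genes; Stim1 then had an adjusted p of 0.129. The list still passed in the same direction with scaling to the total (adjusted p = 0.00126) and on all but the 50 most abundant genes (adjusted p = 0.00384).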

Sarcolipin (SLN), an endogenous muscle-specific inhibitor of the SERCA1 pump, was among the most dramatically upregulated mRNAs (~40-fold) in STIM1^+/D84G^ muscle, with a corresponding increase in SLN protein levels (Figure 3, J and K) (22). STIM1, SERCA1, and RYR1 expression levels were unchanged in GST muscles of STIM1^+/D84G^ mice (Figure 3, J and K). In contrast, the SR-Ca^2+^ buffering protein CASQ1 was downregulated in the RNA-Seq data, but the level of CASQ1 protein was significantly increased in STIM1^+/D84G^ muscle lysates. 

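The transcript of Casq1, the Ca2+ buffer of fast fibers, counted 94666 ± 9072 (SD, n = 4) in WT and 59679 ± 6349 (SD, n = 4) in STIM1+/D84G muscle, and fell to 0.630 times its WT level. Casq2, the calsequestrin of slow and cardiac muscle, counted 956 ± 80.4 (SD, n = 4) in WT and 2268 ± 309 (SD, n = 4) in STIM1+/D84G muscle and rose to 2.37 times. Casq1 lies on chromosome 1 from 172209894 to 172219868 of mm10 and Casq2 on chromosome 3 from 102086415 to 102146514. From limma, Casq1 had a log2 fold change of -0.67 (standard error 0.09, adjusted p = 1.12e-04) and Casq2 a log2 fold change of 1.24 (standard error 0.09, adjusted p = 2.46e-06), and for both genes the 4 mice of each genotype did not overlap.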

Taken together, these changes in Ca^2+^ handling proteins, such as SLN and CASQ1, likely represent an important adaptive mechanism available to muscle fibers that protects fibers against Ca^2+^ store overload that would otherwise be expected when SOCE is constitutive.

### Impaired exercise capacity for D84G mice.

To assess general locomotor activity for STIM1-mutant mice, we assessed open-field exploratory behavior of WT and STIM1^+/D84G^ mice. The distance explored by STIM1^+/D84G^ mice was significantly shorter than for their WT counterparts (Figure 4A). WT mice progressively explored their environment over the entire 15-minute interval. However, there was little cumulative movement of the STIM1^+/D84G^ mice. These data identify a progressive decline in locomotor activity for STIM1^+/D84G^ mice over time compared with WT mice. We next assessed the maximal exercise capacity of 3-month-old STIM1^+/D84G^ mice in vivo using a standard treadmill running protocol (Figure 4B). The significant reduction in time to exhaustion and running distance for STIM1^+/D84G^ mice demonstrates that these mice had limited exercise capacity compared with WT mice (Figure 4A). Grip strength was also significantly reduced for 6-month-old STIM1^+/D84G^ mice compared with WT mice (Figure 4C). Despite relatively normal Ca^2+^ transients, the STIM1^+/D84G^ mice experienced a progressive decline in locomotor function and reduced exercise capacity.

### STIM1 in the nuclear membrane.

Given the changes in muscle mass and altered SR ultrastructure in muscles of STIM1^+/D84G^ mice, we next considered that the mutant D84G STIM1 was not properly targeted in the SR. FDB fibers from WT mice immunostained with STIM1 antibodies and DAPI to label nuclei revealed the presence of STIM1 in the jSR, the lSR near the Z-line, and throughout the nuclear membrane, as previously shown (11). STIM1 is enriched in the nuclear reticulum (NR), which is a specialized nuclear envelope invagination (NEI) that extends from the cytosol into the nucleoplasm (Figure 5A). Confirmation of STIM1 in the nuclear membrane was obtained by TEM of muscles taken from STIM1 reporter mice (STIM1^+/LacZ^ mice), whereby 1 copy of STIM1 was fused to β-galactosidase (4). The STIM1-LacZ appeared as a black precipitate and was clearly expressed in the nuclear envelope (Figure 5B). Additional evidence for STIM1 in the nuclear envelope (NE) was apparent by Western blotting of nuclear fractions isolated from the muscles of WT and STIM1^+/D84G^ mice (Figure 5C). Blotting for histone and GAPDH demonstrated good separation of the cytosolic and nuclear fractions. STIM1-L, a spliced variant of STIM1, was enriched in the nuclear fractions compared with STIM1-S (Figure 5C, upper panel). Both STIM1-S and STIM1-L variants were present in the cytosolic fraction (Figure 5C, lower panel). No differences in the STIM1-L nuclear expression were detected in WT or STIM1^+/D84G^ muscle.

In STIM1^+/D84G^ muscle fibers, we detected STIM1 in the lSR, in a striated pattern typical for the SR (Figure 5, D and E). Nuclear staining in STIM1^+/D84G^ muscle fibers resembled that seen in the WT fibers for many nuclei. However, we observed a number of nuclei with abnormal STIM1 staining, and these altered patterns were associated with a change in nuclear morphology (Figure 5, D and E). STIM1 staining in the NE of STIM1^+/D84G^ muscle fibers often appeared distorted and occupied a much broader region of the NE. Here, STIM1 was detected throughout the NE and can be seen bisecting the nucleus unevenly from what appears to be abnormal NEI, as DAPI (a marker for DNA) was absent from this region. Nuclear morphology varied enormously between WT and STIM1^+/D84G^ fibers, in which STIM1^+/D84G^ ranged from small micronuclei to massive nuclei with multiple lobes (Figure 5, F and G). WT nuclei were always positioned underneath the sarcolemma, whereas D84G nuclei were seen in the middle of fiber, often displacing myofibrils. We quantified nuclear abnormalities in both genotypes and found that STIM1^+/D84G^ mice had fibers with more abnormal nuclei, as depicted by the histogram in Figure 5H showing the distribution percentage of abnormal nuclei and the significant difference in distribution between WT and STIM1^+/D84G^ fibers. The average of all fibers analyzed revealed that approximately 17.4% of nuclei from STIM1^+/D84G^ fibers were clumped, aggregated, misshapen, or broken down. In contrast, only 4.7% of WT nuclei were characterized as abnormal, and these involved 2 nuclei that were indistinguishable but had to be counted for consistency (Figure 5, F–H). These data suggest that the presence of the mutant STIM1 in these fibers compromised the structure and integrity of the NE. Given the changes in nuclear shape of STIM1^+/D84G^ fibers, we used TEM to better assess the nuclear architecture of skeletal muscle (Figure 5, I–P). We found evidence of nuclear rupture and herniation, dense chromatin accumulation, and markedly dilated nuclear invaginations. Importantly, the perinuclear space (PNS) was also found to be dilated for myonuclei from STIM1^+/D84G^ muscles. Finally, we were able demonstrate connections, albeit rare, between the tubular aggregates in the SR and the dilated PNS in some fibers (Figure 5K). These data show that constitutively active STIM1 mutations disrupted nuclear structures, which contribute to the pathogenesis for STIM1 myopathy.

### D84G STIM1 destabilizes the LINC complex and nuclear lamina.

We next considered a recently published database by Gu et al., in which proximity BioID proteomics was performed using STIM1 as one of many baits in HEK293 cells (23). Of the 173 proteins identified to be in close proximity to STIM1 with this assay are proteins located at the ER, golgi, and NE. We used NIH DAVID Bioinformatics Resources (https://david.ncifcrf.gov/home.jsp) to identify signaling pathways and disease terms associated with this group of proteins and found that terms including nuclear cytosolic transport and EDMD were significantly linked to STIM1 proximity (Supplemental Table 1) (23, 24). We therefore hypothesized that components of the nuclear lamina, which is the meshwork of intermediate filaments that form part of the NE, would be altered in the muscle fibers of STIM1^+/D84G^ mice (25). LMNB1 and SUN2 expression was unchanged in nuclear extracts of STIM1^+/D84G^ muscle (Figure 6A). We detected LMNA/C as 2 bands on immunoblots for WT muscle, consistent with the LMNA (74 kDa) and LMNC (63 kDa) isoforms. An increase in LMNA isoform levels was apparent in the nuclear extracts of STIM1^+/D84G^ mice, whereas LMNC levels did not differ by genotype. On further examination, we detected additional species with the LMNA/C antibody (55 kDa), indicating a most likely cleavage of LMNC in the STIM1^+/D84G^ nuclear extracts (26) (Figure 6, A and B). These LMNC fragments migrated as high-molecular-weight multimers under nonreducing PAGE conditions (85–150 kDa) (Figure 6, C and D). In addition, this 55 kDa LMNA/C fragment was detected in greater amounts in the soluble cytosolic fraction of the STIM1^+/D84G^ muscles, consistent with LMNC damage (Supplemental Figure 2A). To further test whether STIM1 D84G disrupted LMNA/C and caused nuclear export of LMNA/C, we compared LMNA-GFP localization in HEK-293 cells expressing either WT STIM1 or STIM1 D84G. LMNA-GFP was detected outside the nucleus to a greater extent in cells expressing STIM1 D84G (Supplemental Figure 2C). We interpret these data as evidence that the D84G-mutant STIM1 in the NE destabilized the nuclear lamina and LMNA/C filamentous network (Supplemental Figure 3A).

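In the RNA-Seq data of GST muscle, Lmna, which encodes lamins A and C, rose, while Lmnb1, which encodes lamin B1, and Sun2, a protein of the inner nuclear membrane that binds nesprins, fell. Lmna counted 2351 ± 105 (SD, n = 4) in WT and 4412 ± 195 (SD, n = 4) in STIM1+/D84G muscle, Lmnb1 290.4 ± 42.6 (SD, n = 4) in WT and 218 ± 5.76 (SD, n = 4) in STIM1+/D84G muscle, and Sun2 5117 ± 232 (SD, n = 4) in WT and 3448 ± 129.7 (SD, n = 4) in STIM1+/D84G muscle. The nesprin gene Syne3 rose from 194 ± 17.4 to 278 ± 47.6 (SD, n = 4 each). Of the 8 genes in Supplemental Figure 3A, 2 were higher, 2 were lower, and Syne1, Syne2, Sun1 and Lmnb2 did not pass the test, also when adjusted over the list alone; the study chose these genes, so they are not independent evidence. Of 27 genes of the lamina, the LINC complex and the nuclear envelope, 4 were higher, among them Tmem43 and Wfs1, 12 were lower, among them Ctdnep1, Tor1aip1 and Ppapdc3, and 11 did not pass (6 higher and 12 lower when adjusted over the list alone).

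From limma, Lmna had a log2 fold change of 0.91 (standard error 0.05, adjusted p = 1.79e-07), Lmnb1 a log2 fold change of -0.40 (standard error 0.10, adjusted p = 0.00566), Sun2 a log2 fold change of -0.57 (standard error 0.04, adjusted p = 2.72e-06) and Syne3 a log2 fold change of 0.51 (standard error 0.12, adjusted p = 0.00461). The ratios of means for Syne1, Syne2, Sun1 and Lmnb2 were 1.1, 0.907, 1.00 and 1.09, with adjusted p = 0.528, 0.106, 0.994 and 0.251. The value for Syne1 rests on few reads, 23 to 57 per library. Syne2 passed without WT replicate 4 (adjusted p = 0.0409), and Lmnb2 with scaling on all but the 50 most abundant genes (adjusted p = 0.0302). With scaling to the total of all listed genes, which adds 0.35 to most log2 fold changes and was chosen after seeing the data, Syne1, Syne2, Sun1 and Lmnb2 all passed as higher (adjusted p = 0.0444, 0.0188, 1.44e-04 and 7.33e-04), with the sign of Syne2 turned (log2 fold change 0.211). Within the 5 libraries that share 1 of 2 number codes in the column names, Lmnb1 had an adjusted p of 0.0691, and with scaling to the total 0.656, with Ppapdc3 at 0.574. Neither list passed the camera test (adjusted p = 0.930 and 0.211 with a preset correlation, 0.937 and 0.453 with an estimated correlation), with medians of 0.06 and -0.03; the larger list passed fry (adjusted p = 0.00771).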

Costaining FDB fibers for STIM1 along with LMNA/C (red) (Figure 6, E and F), SUN2 (red) (Figure 6, G and H), or LMNB1 (green) (Figure 6, I and J) demonstrated colocalization of LMNA/C, LMNB1, and SUN2 with STIM1 in WT nuclear membranes. In the majority of nuclei in STIM1^+/D84G^ fibers, we found that STIM1 also colocalized with LMNA/C, SUN2, and LMNB1. However, there were numerous nuclei with marked disorganization of the nuclear lamina in STIM1^+/D84G^ fibers. Furthermore, there was an absence of lamin A/C (red) staining in a number of dysmorphic nuclei (Figure 6F). SUN2 (red) was generally present in all nuclear membranes but downregulated in some nuclei with disrupted morphology (Figure 6, G and H). LMNB1 (green) was, again, absent in a number of nuclei of STIM1^+/D84G^ muscles and was notably absent from micronuclei (Figure 6, I, J, and P). To better understand the differences in nuclear lamina in D84G fibers, we costained for LMNA/C (red) and SUN2 (red) with LMNB1 (green). In contrast to WT nuclei, where there was good colocalization for LMNB1 and SUN2 in muscle nuclei, LMNB1 (green) staining was often lost in portions of misshapen nuclei from the STIM1^+/D84G^ fibers, and SUN2 was evident in all nuclei but was downregulated in some regions of the NE from STIM1^+/D84G^ nuclei (Figure 6, K and L). Similarly, LMNA/C (red) was often detected independent of the LMNB1 (green) in the nuclei of STIM1^+/D84G^ fibers but showed strong colocalization in WT nuclei (Figure 6, M–P). These data are consistent with the notion that the nuclear lamina was damaged in nuclei expressing D84G-mutant STIM1, as evidenced by the altered spatial localization of nuclear lamina and the LINC complex.

### LMNA-dependent gene expression is altered in STIM1^+/D84G^ muscle.

To this point, our findings showed that nuclei of STIM1^+/D84G^ muscles were distorted and that the nuclear lamina was damaged, features that resembled those of a NE subjected to excessive mechanical forces or as part of the pathology seen in laminopathies. We hypothesized that changes in the nuclear lamina of STIM1^+/D84G^ muscles would interrupt LMNA-chromatin interactions, leading to the expression of genes that are otherwise silenced, as has been described in LMNA-KO muscles (27, 28). 

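Genes of chromatin modification were lower in STIM1+/D84G muscle, by small amounts, though their median is above 0, while below that of all genes, with scaling to the total of all listed genes. Of 75 chromatin modifier genes, 41 were lower, 2 were higher, Hdac6 and Hdac7, and 32 did not pass the test, also when adjusted over the list alone. Smarcd3, a SWI/SNF subunit of heart and skeletal muscle, counted 5639 ± 145 (SD, n = 4) in WT and 3268 ± 265 (SD, n = 4) in STIM1+/D84G muscle, and the histone demethylase gene Kdm2b 466 ± 55.8 (SD, n = 4) in WT and 269 ± 15.7 (SD, n = 4) in STIM1+/D84G muscle. The demethylase gene Jhdm1d (Kdm7a) and the chromatin remodeler gene Chd7 fell as well. Of 79 genes of DNA repair, 28 were lower, 6 were higher and 45 did not pass (26 lower and 6 higher when adjusted over the list alone), with a median above 0, but below that of all genes, under 2 other scalings. Xrcc2, of homologous recombination, counted 208 ± 25.9 (SD, n = 4) in WT and 129 ± 15.2 (SD, n = 4) in STIM1+/D84G muscle, and Parp1, which senses strand breaks, 2853 ± 77.5 (SD, n = 4) in WT and 2190.4 ± 71.8 (SD, n = 4) in STIM1+/D84G muscle. Fanca, of crosslink repair, rose from 2.82 ± 1.59 to 9.72 ± 3.31 (SD, n = 4 each).

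From limma, Smarcd3 had a log2 fold change of -0.79 (standard error 0.06, adjusted p = 1.42e-06) and Xrcc2 a log2 fold change of -0.69 (standard error 0.12, adjusted p = 5.74e-04). The chromatin modifier list had a median log2 fold change of -0.20, adjusted p = 9.00e-08 with a preset correlation and adjusted p = 0.0842 with an estimated correlation, and the DNA repair list a median log2 fold change of -0.12, adjusted p = 0.00481 with a preset correlation and adjusted p = 0.108 with an estimated correlation. With scaling to the total of all listed genes the medians were 0.15 (adjusted p = 0.0204) and 0.23 (adjusted p = 0.331), below the 0.36 of all genes, and with scaling on all but the 50 most abundant genes the DNA repair median was 0.00 (adjusted p = 0.0151). Hdac7 had an adjusted p of 0.0669 to 0.0869 when any of WT replicates 2 and 3 or D84G replicates 1 and 4 was left out, Fanca 0.134 with quantile normalization, and Parp1 0.410 with scaling to the total. The lists were written for the present work; the gene sets of the paper's GSEA were not used here.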

Consistent with this idea, gene set enrichment analysis (GSEA) of our RNA-Seq data from STIM1^+/D84G^ muscles revealed negative enrichment of genes regulating DNA repair and chromatin modification (Figure 7A). To confirm this idea, we quantified a set of genes known to be upregulated in the LMNA-KO muscles and found profound changes in these mRNA levels in the muscles of STIM1^+/D84G^ mice, including for *Sln* (40-fold), ankryin domain repeat 1 (*Ankrd1*) (18-fold), microsomal triglyceride transfer protein (*Mttp*) (2-fold), Ca^2+^ and integrin binding proteins (*Cib2*) (0.5-fold reduction), and S100 Ca^2+^ binding protein A4 (*S100A4*) (9-fold increase) (Figure 7B). Collectively, these data indicate that D84G STIM1 in the NE probably led to an alteration in the lamina-associated chromatin structure, which may account for the large number of DEGs in STIM1^+/D84G^ muscles.

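Figure 7B shows Lmna itself and 5 genes that the paper takes as changed in muscle without LMNA. Ankrd1, a stretch-responsive repeat protein of the sarcomere, counted 238 ± 72.8 (SD, n = 4) in WT and 4294 ± 489 (SD, n = 4) in STIM1+/D84G muscle, a ratio of means of 18.1. S100a4, a Ca2+-binding protein of motile and fibroblast-like cells, counted 176 ± 43.1 (SD, n = 4) in WT and 1093 ± 58.9 (SD, n = 4) in STIM1+/D84G muscle, a ratio of 6.21. This ratio is below the fold increase that the paper's text gives for S100A4. Mttp, the transfer protein for triglycerides, counted 107 ± 10.2 (SD, n = 4) in WT and 221 ± 36.8 (SD, n = 4) in STIM1+/D84G muscle, a ratio of 2.08, and Cib2, a Ca2+- and integrin-binding protein, 3872 ± 319.6 (SD, n = 4) in WT and 1682 ± 167 (SD, n = 4) in STIM1+/D84G muscle, a ratio of 0.434. With Sln and Lmna, 5 of these 6 genes were higher and 1 was lower, also when adjusted over the list alone; the values in the figure come from this same RNA-Seq data set, so the list is not independent evidence of a direction.

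From limma, the log2 fold changes ± standard error were 4.23 ± 0.19 for Ankrd1 (adjusted p = 1.27e-07), 2.67 ± 0.15 for S100a4 (adjusted p = 3.33e-07), 1.04 ± 0.12 for Mttp (adjusted p = 4.12e-05) and -1.20 ± 0.08 for Cib2 (adjusted p = 8.51e-07). For each of the 6 genes, all 4 STIM1+/D84G mice lay on the same side of all 4 WT mice (exact permutation test, p = 0.029). The list had a median log2 fold change of 1.86, adjusted p = 0.00160 with a preset correlation and adjusted p = 0.0842 with an estimated correlation; its adjusted p was 0.0640 with scaling to the total of all listed genes. S100a4 moved in the same direction as the macrophage markers in these muscles. Lmna in WT replicate 2 (2507) lay apart from the other WT mice (2287 to 2316). Ankrd1 lies on chromosome 19 from 36111961 to 36120099 of mm10 and S100a4 on chromosome 3 from 90603771 to 90606045.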

### DNA damage in the STIM1^+/D84G^ muscles.

The foregoing observations that muscle fibers expressing the STIM1 D84G mutant exhibited damage to nuclear lamina and altered LMNA/C gene expression raised the possibility that DNA damage may accumulate in the nuclei of STIM1^+/D84G^ muscle and thus represent an important mechanism underlying reduced muscle growth and weakness. Genomic instability can be detected at sites of double-stranded breaks in DNA in muscle nuclei, as an increase in phosphorylation of histone H2A.X. DNA damage was detected by the presence of γH2A.X^+^ myonuclei in STIM1^+/D84G^ muscle fibers. While no γH2AX^+^ fibers were detected in the WT muscles, 20% of myonuclei from STIM1^+/D84G^ muscles exhibited a significant number of γH2A.X^+^ myonuclei, indicating that D84G STIM1 associated with nuclear lamina damage and caused DNA damage (Figure 7, C and D, n *=* 3 mice, *P <* 0.0001). The γH2AX^+^ myonuclei were most often the misshapen nuclei, consistent with loss NE integrity.

### D84G STIM1 reduces nuclear Ca^2+^.

We next wanted to determine whether the D84G mutation in STIM1 influences the nuclear Ca^2+^ concentration ([Ca^2+^]_N_). In resting muscle cells, [Ca^2+^]_N_ is maintained by tonic leak of Ca^2+^ from IP3R channels and Ca^2+^ efflux by SERCA1 (29–31). In contrast, the nuclear pores (NPC) act as passive conduits for Ca^2+^ during cell stimulation and determine the amplitude of [Ca^2+^]_N_ (32, 33). The genetically encoded Ca^2+^ sensor gCAMP6f can be targeted to the nucleus by the addition of a SV40 nuclear localization sequence (34). We induced the expression of n-gCAMP6 in myoblasts expressing either WT or D84G STIM1. Myoblasts were subjected to Ca^2+^ store depletion by application of the SERCA inhibitor CPA in the absence of external Ca^2+^, a protocol known to activate STIM1. Upon readdition of Ca^2+^, [Ca^2+^]_N_ increased for both WT and STIM1 D84G myoblasts, as Ca^2+^ entered the nucleus by the actions of the NPC. Under these conditions, the amplitude of [Ca^2+^]_N_ was significantly reduced in the D84G STIM1–expressing muscle cells compared with WT (Figure 7, E and F). These findings are consistent with the idea that D84G STIM1 influences Ca^2+^ flux across the NE and is most likely mediated by the NPC. Consistent with this idea, we found a significant reduction in mRNA transcript reads for several components of the NPC in the RNA-Seq data set from STIM1^+/D84G^ muscles (Supplemental Figure 3B).

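Several nucleoporin transcripts were lower in STIM1+/D84G muscle, though the median of the family is above 0, while below that of all genes, under 2 other scalings. Nup210, a membrane-anchored nucleoporin, counted 1378 ± 70.2 (SD, n = 4) in WT and 821 ± 66.1 (SD, n = 4) in STIM1+/D84G muscle, Nup133, of the outer Y complex, 887 ± 40.7 (SD, n = 4) in WT and 664 ± 31.5 (SD, n = 4) in STIM1+/D84G muscle, and Nup153, of the nuclear basket, 2212 ± 136 (SD, n = 4) in WT and 1674 ± 55.0 (SD, n = 4) in STIM1+/D84G muscle. All 11 genes in Supplemental Figure 3B were lower, also when adjusted over the list alone, with ratios of means from 0.596 for Nup210 to 0.842 for Nup214; besides nucleoporins they include Narf, Tmpo, Srebf1 and Sun2, of the lamina and nuclear membrane. The figure shows them for this same RNA-Seq data set, so their count is not independent evidence of a direction. Of 31 genes listed as nucleoporins, 13 were lower, among them Ahctf1 (ELYS), 1 was higher (Nup188) and 17 did not pass the test, also when adjusted over the list alone. That is 41.9% lower and 3.23% higher, against 24.4% and 25.0% of all genes. The 31 genes include nucleoporins of the figure, so they are not independent of it.

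From limma, Nup210 had a log2 fold change of -0.75 (standard error 0.06, adjusted p = 4.83e-06), Nup133 a log2 fold change of -0.42 (standard error 0.05, adjusted p = 7.07e-05) and Nup153 a log2 fold change of -0.40 (standard error 0.05, adjusted p = 6.43e-05). The 31 nucleoporin genes had a median log2 fold change of -0.11, adjusted p = 0.00481 with a preset correlation and adjusted p = 0.108 with an estimated correlation, and the 11 genes of the figure a median log2 fold change of -0.40, adjusted p = 3.40e-06 with a preset correlation and adjusted p = 0.0842 with an estimated correlation. With scaling to the total of all listed genes the median of the 31 genes was 0.24, below the 0.36 of all genes (adjusted p = 0.703), Nup133, Nup153 and Tmpo had adjusted p = 0.228, 0.305 and 0.981, and the signs of Nup155, Nup160, Nup214 and Nup85 turned positive; with scaling on all but the 50 most abundant genes it was 0.01 (adjusted p = 0.0447), and Nup85 and Nup160 had adjusted p = 0.0841 and 0.131.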

Additional evidence for DNA damage in the D84G-mutant fibers included upregulation of the enzyme cyclic GMP-AMP synthase (cGAS), which is a DNA sensor (Figure 7G). Similarly, Western blotting for stimulator of IFN genes (STING1) was increased in muscles of STIM1^+/D84G^ mice (Figure 7G). STING is activated by cytosolic DNA and cGAS, thereby contributing to DNA damage signaling and activation of the sterile inflammation cascade. Together, these data show that the presence of D84G STIM1 in the NE creates proteostatic stress and DNA damage, which impairs muscle growth and performance, as seen in the STIM1^+/D84G^ mice.

## Discussion

In the present work, we provide evidence that a gain-of-function mutation in the STIM1 gene is sufficient to induce a progressive myopathy accompanied by minor changes in Ca^2+^ signaling and drastic changes in nuclear structure and function. Specifically, we show that mice harboring a single nucleotide change in STIM1 (D84G) displayed (a) constitutive Ca^2+^ entry across the sarcolemma of muscle fibers, (b) reduced muscle mass and weakness consistent with sarcopenia, and (c) disruption of the NE resulting in altered nuclear architecture, gene expression, and DNA damage. Overall, these studies establish that STIM1^+/D84G^ mice replicate the clinical aspects of weakness and reduced muscle mass that occur in humans and offer insight into the function of STIM1 in the NE and highlight how STIM1 links mechanical signals with gene expression, DNA damage, and muscle growth.

In skeletal muscle, STIM1 localizes to specialized SR domains, where it interacts with different target proteins to carry out distinct cellular functions. For example, STIM1 is present in the membrane of the SR terminal cisternae, where it activates Orai1 channels in the adjacent T-tubule membrane (4). Far less is known about the role of STIM1 in the NE of muscle cells (12). We detected STIM1 in the NE and throughout the invaginations of the NE called the nuclear reticulum, as was previously shown (35). In an attempt to understand the function of STIM1 in the NE, we characterized the nuclear phenotype of STIM1^+/D84G^ mice. TEM of muscles from STIM1^+/D84G^ mice demonstrated expansion of the space between the ONM and INM PNS as well as altered nuclear morphology. These findings are reminiscent of prior studies of cells depleted of SUN proteins that exhibited an enlarged PNS due to loss of key connections between SUN1 and SYNE1 in the ONM (36). In SUN1/SUN2-KO mice, defects in myonuclei anchorage results from the failure to retain nesprin 1 at the ONM. The mutant STIM1 present in the ONM may also disrupt key components of the LINC complex and thereby activate nuclear stress signaling. Whether STIM1 connects the NE to the cytoskeleton, where it may integrate mechanical signaling, requires further investigation. In fact, we recently demonstrated that STIM1 interacts with desmin, a muscle-specific cytosolic intermediate filament. Given that desmin is known to interact with nesprin1 or nuclear envelope spectrin repeat protein 1 (SYNE1) to stabilize nuclear positioning and maintain the nuclear architecture of muscles, we propose that STIM1 and desmin establish another important SR domain in muscle, in this case with the NE, where it is involved in mechanotransduction for the muscle (37, 38).

Disruption of the folding of the EF hand for STIM1 by the D84G mutation eliminates the Ca^2+^ sensor function of STIM1, leading to constitutive SOCE in muscle fibers. Importantly, muscle fibers adapt to the constitutive SOCE, as there was no change in Ca^2+^ stores, resting Ca^2+^, or EFS-evoked Ca^2+^ transients. The upregulation of SLN and CASQ expression in STIM1^+/D84G^ muscle provides adaptation to the augmented expression of SOCE by enhancing Ca^2+^ storage and limiting SERCA1 refilling. In contrast, our studies show that cytosolic transfer of Ca^2+^ into the nucleus by the NPC was reduced when D84G STIM1 was expressed in myoblasts (39, 40). The consequence of lower [Ca^2+^]_N_ in STIM1^+/D84G^ myoblasts was likely due to altered mechanical properties of the nucleus. These data are consistent with recent studies showing that mechanical stress disrupts the link between LMNA/C, lamina-associated chromatin, and nuclear Ca^2+^ levels that subsequently influence chromatin structure, chromatin accessibility, and gene expression (41). Our RNA-Seq data from muscles of 6-month-old STIM1^+/D84G^ mice demonstrated a very significant, approximately 10% increase in DEGs. These changes likely reflect disruption of chromatin contacts with the lamina, as indicated by the GO analysis and the enhanced expression of LMNA/C-regulated genes. The nuclear periphery is often aligned with condensed chromatin that harbors genes that are transcriptionally silent (42). We therefore interpret our studies as evidence that nuclei of STIM1^+/D84G^ muscle resemble nuclei in WT muscle subjected to excessive stretch, where the heterochromatin structure is modified and ER/nuclear Ca^2+^ levels are altered, resulting in DNA damage (43). This work therefore establishes a previously unappreciated role for STIM1 in regulating NE dynamics and a possible role in mechanotransduction and gene expression.

The clinical syndrome of muscle atrophy and weakness develops in humans as a result of gain-of-function mutations in the *STIM1* and *ORAI1* genes. Pathologic biopsy specimens and MRI imaging demonstrate tubular aggregates in muscles of these patients has led to the assertion that constitutive SOCE causes tubular aggregates (44). Studies to date have failed to show tubular aggregates in the muscles of STIM1 and ORAI1 mouse models despite the presence of constitutive SOCE, reduced muscle growth, and muscle weakness (5–9, 16, 44–52). In contrast, tubular aggregates are often detected in the muscles of aging WT mice, in which the regulation of SOCE is probably altered. Although changes in SOCE have been proposed to occur in aging muscle, it remains to be determined if STIM1-dependent Ca^2+^ signaling is coincidently reduced in the aging muscle (53, 54). The results of these studies question whether STIM1 and Orai1 mutations are the cause of tubular aggregate formation. Based on our work with this STIM1-mutant mouse model, we propose that STIM1 senses mechanical stress as well as Ca^2+^ stores content in the NE and nuclear lamina. STIM1 can then influence nuclear Ca^2+^ flux through the NPC, limit LMNA-chromatin changes, and prevent DNA damage. This work establishes a previously unrecognized role for STIM1 signaling in the nuclear dynamics that is likely distinct from SOCE. Finally, it is important to note the relevance of this signaling pathway to aging and that STIM1 has a physiologic role in sinus node pacemaking and arrhythmias, immune responsiveness, and muscle metabolism — all of which are perturbed with aging. The implication that STIM1 is a potential therapeutic target for aging therefore requires further study.

## Methods

### Sex as a biological variable

Our study examined male and female animals, and similar findings are reported for both sexes.

### Animals

*Stim1^+/D84G^* mice were generated as described previously (7). Sequencing of this mouse line showed an A-to-G transition at nucleotide 444 in exon 2 of *Stim1* (NM_009287), resulting in an amino acid exchange in the EF hand motif at position 84 (Asp84Gly or D84G). 

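Stim1 lies on chromosome 7 of mm10 from 102267806 to 102437319 on the + strand. In the annotated transcript linked to the RefSeq transcript that the paper names, with 12 exons and 685 amino acids, codon 84 is GAT, for aspartate. It lies in exon 2 (102354501 to 102354631), at 102354611 to 102354613. Its middle base, an A, is at 102354612 and is base 251 of the coding sequence and base 860 of the annotated transcript. An A-to-G change there gives GGT, for glycine. The 41 bases of the transcript centered on this base are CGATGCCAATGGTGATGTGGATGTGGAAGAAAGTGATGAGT in the reference. The deposited values of the GST muscle libraries from WT and STIM1+/D84G mice are counts per gene and do not show this base.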

Age- and sex-matched C57BL/6 mice were used as WT controls.

#### Isolation of FDB fibers.

FDB muscles were carefully dissected from the foot and placed into DMEM with 0.5–1 mg/mL collagenase A (Roche, 10103578001). Fibers were digested at 37°C overnight, with rocking, before isolation by gentle trituration in DMEM using a glass pipette. Once isolated, fibers were plated on 35 mm glass-bottomed dishes coated with 20 μg/mL laminin (MilliporeSigma, L2020).

### Nuclear enrichment

Frozen skeletal muscle tissue was powdered with liquid nitrogen and resuspended in SMT buffer (0.2% NP40, 250 mM sucrose, 50 mM Tris HCl, 5 mM MgCl2, pH 7.6, with protease inhibitors) for homogenization and centrifuged at 1,000*g*, and the pellets were collected. The nuclear pellet was washed with SMT buffer 3 times and resuspended in NET buffer (20 mM Tris.Cl, 150 mM NaCl, 1.5 mM MgCl_2_, 1% SDS, and 5% glycerol, pH 7.6, with a protease inhibitor), vortexed for 15 seconds, passed through a 20 gauge needle, and then centrifuged at 11,000*g* for 15 minutes to collect the nuclear lysate.

### Immunoblotting

Standard protocols were used for immunoblot analysis. Blots were incubated overnight at 4°C with primary antibodies. Antibodies against STIM1 (MilliporeSigma, catalog 6197), SERCA1a (Thermo Fisher Scientific, ma3912 mouse), RyR (Thermo Fisher Scientific, 3925), CASQ (Thermo Fisher Scientific, 3913 mouse), SLN (MilliporeSigma, ABT13), lamin A/C (Cell Signaling Technology, antibody 4C11, mouse mAb), SUN2 (MilliporeSigma, MABT880), cGAS (Cell Signaling Technology, 31695), STING1 (Cell Signaling Technology, 50494), histone H3 (Cell Signaling Technology, 9715s), and GAPDH (MilliporeSigma, G9545) were used. Signals were detected using an HRP-conjugated secondary antibody and the Pierce Super Signal Western Dual Extended Duration Substrate kit (Thermo Fisher Scientific, 34075) and were quantified using the ChemiDocMP Imaging System (Bio-Rad).

### Histology

Fibers were fixed in 4% PFA for 5 minutes or in acetone for myosin staining, washed in PBS, and blocked in 10% heat-inactivated goats serum (HINGS). Fibers were incubated with a primary antibody overnight at room temperature in fiber antibody solution (PBS, 2% HINGS, and 0.3% Triton). The primary antibodies used are listed in Supplemental Table 2. After washing, fibers were incubated with a secondary antibody for 1 hour (molecular probes, Alexa Fluor series), washed, and then mounted in VECTASHIELD. Nuclei in whole fibers were stained for 5 minutes with 10 μg/mL DAPI. Staining was analyzed on a Zeiss 510 confocal microscope. For staining of cryosections on slides, a similar protocol was used, but the antibody solution was 1% HINGS with 0.1% Triton.

### Electron microscopy

For ultrastructural localization of STIM1-LacZ by TEM, FDB muscles were fixed in situ for 5 minutes in 2% PFA 0.2% gluteraldehyde in PBS. Nodes were then dissected and stained for LacZ as described in Stiber et al. (4). Tissue was postfixed in 2% PFA and 2% glutaraldehyde in 0.1 M phosphate buffer, pH 7.4, and then fixed in 1% osmium tetraoxide and stained en bloc with 1% uranyl acetate. The tissue was then dehydrated in a graded ethanol series, taken through a series of Spurr resin/ethanol washes, and embedded in Spurr resin. Thin sections were cut at 70 nm, mounted on copper grids and counterstained with 2% uranyl acetate and lead citrate. Grids were viewed and photographed using a FEI Tecnai G2 Twin transmission electron microscope. Semi-thin sections were cut at 1 μm and then mounted on slides and dried on a hotplate. They were stained with 1% toluidine blue and 2% borate in distilled water with the hotplate still on. Excess stain was removed with distilled water and dried. Slides were cover-slipped in CytoSeal 60.

### Calcium imaging of FDB myofibers

#### Manganese quench.

Fibers were loaded with 1 μg/mL Fura-2AM for 30 minutes in Tyrode’s solution (121 mM NaCl, 5 mM KCl, 1.8 mM CaCl_2_, 500 μM MgCl_2_, 400 μM NaH_2_PO_4_, 100 μM EDTA, 5.5 mM glucose, and 24 mM NaHCO_3_). Solutions were bubbled with oxygen throughout. Fura-2AM was removed by perfusing with Tyrode’s solution with 50 μM *N*-benzyl-*p*-toluene sulfonamide (BTS) to prevent motion artifact. During this period of time, healthy fibers were selected by applying a single stimulus for 100 ms (100 mA) at 50 Hz. Fibers were imaged for 3 minutes in Tyrode’s solution with Ca^2+^ to determine the basal level of Fura-2. The Ca^2+^ was subsequently replaced with 1.8 mM Mn by perfusion for 5 minutes at 1 mL/minute. Fibers were then stimulated with 20 trains at 50 Hz for a 1-second duration every 5 seconds using an Acupulser 310 (World Precision Instruments) with an A385 Stimulus Isolator (World Precision Instruments) was used. A stimulation dish was purchased from World Precision Instruments (RC-37FS). The florescence signal was monitored throughout the experiment using an excitation filter at 360 nm and an emission filter at 510 nm. Images were collected every 2 seconds on a Nikon TE2000 inverted microscope equipped with a Photometrics CoolSNAP camera and a Lambda DG-4 rapid filter changer (Sutter). Image acquisition was controlled using Metafluor/Metamorph software (Molecular Devices). Images were acquired using a 40× S Plan 1.3 numerical aperture (NA) objective lens.

#### Basal calcium.

Fibers were loaded with 1 μg/mL Fura-2AM for 30 minutes in oxygenated imaging solution (120 mM NaCl, 5 mM KCl, 2 mM CaCl_2_, 1 mM MgCl_2_, 25 mM NaHCO_3_, 0.5 mM NaH_2_PO_4_, and 10 mM glucose). Fura-2 was washed out of the dish for 5 minutes, and fibers were selected for viability. Ca_2+_ signals were measured by alternate excitement at 340 nm and 380 nm and emission at 510 nm. Acquisition was every second on a PCO Edge 5.5 camera, core LED 340 Fura light source. Image acquisition was controlled using Metafluor/Metamorph software (Molecular Devices). Images were acquired using a 40× S Plan 1.3 NA objective lens.

#### Fiber stimulation.

Fibers were loaded with 2 μg/mL Fura-4F AM for 1 hour in oxygenated imaging solution. Fura-4F AM was removed by perfusion with imaging solution with BTS for 5 minutes. Fibers were selected for viability and then subjected to a stimulation protocol while being perfused with oxygenated imaging solution. A stimulus response curve was generated by applying stimuli ranging from 100 milliseconds to 2 seconds every 45 seconds. After this, trains of stimuli were applied with 25 stimuli of 500 milliseconds every 5 seconds first, and then 25 stimuli of 2 seconds every 5 seconds. Ca^2+^ signals were measured by alternate excitement at 340 nm and 380 nm and emission at 510 nm. Acquisition was done every 180 milliseconds at 340 nm and 80 milliseconds at 380 nm on a PCO Edge 5.5 camera, core LED 340 Fura light source. The camera and software used are as described for basal calcium measurements.

#### Store depletion.

Fibers were loaded with 2 μg/mL Fura-4F AM for 1 hour in oxygenated imaging solution. Fura-4F AM was removed by perfusion with imaging solution with BTS for 5 minutes. Fibers were selected for viability, and basal calcium levels were recorded. Fibers were then perfused with imaging solution with 0 calcium for 3 minutes. Stores were depleted using a solution with 0 calcium, 30 μM CPA, and 10 mM caffeine.

#### Nuclear Ca^2+^ measurements.

To measure nuclear Ca^2+^, plasmids encoding WT and D84G STIM1 were transfected into C2C12 cells with the genetically encoded Ca^2+^ indicator pEGFP-N1-GCaMP6m-Xn (a gift from Xiaodong Liu, Addgene plasmid no. 118976; http://n2t.net/addgene:118976; RRID: Addgene_118976) targeted to the nucleus. Wide-field epifluorescence was recorded for the GFP signal. Myoblasts were perfused with HBSS (Gibco, Thermo Fisher Scientific, 14175-095) with 1 mM Mg^2+^ for the SOCE assay, including no Ca^2+^ solution and no Ca^2+^ with cyclopiazonic acid (30 μM) to deplete stores, and then 2 mM Ca^2+^ with cyclopiazonic acid (CPA) were added back. Changes in nuclear Ca^2+^ were determined from the peak of the signal after readdition of Ca^2+^, normalized to the average lowest level in no-Ca^2+^ CPA.

### Behavioral studies

#### Open-field activity.

Open-field activity was monitored using the VersaMax Animal Activity Monitoring System. Mice were tested in individual chambers for a total of 15 minutes before and immediately after exercise. Every 5 minutes of ambulation, the average total distance and time spent in movement as well as vertical activity were determined, and standard errors were calculated. Cumulative measures for every 5-minute interval were charted. Mice were exercised with an adjustable, variable-speed belt treadmill from AccuPacer as previously described (33).

#### Grip strength.

Measurements of grip strength were done for each individual mouse using a San Diego Instruments animal grip strength system. Grip strength maximum force (N) readings were taken in triplicate, and hind paw strength was calculated indirectly after measurements of front paw and whole-body strength.

#### Involuntary running.

Mice were trained to run on the treadmill for 3 days at a speed of 5 meters/minute for 10 minutes. When they stopped running, the mice were tapped lightly to encourage them to restart. For the experimental run, mice started at a speed of 5 m/min for 2 minutes, and the speed was increased by 1 m/min until the mice were no longer able to run. The endpoint was taken when mice were tapped 3 times and failed to restart.

### Real-time PCR analysis and RNA-Seq

RNA was isolated using a TRIzol extraction protocol followed by clean-up using an RNeasy Mini Kit (QIAGEN). Total mRNA was reversed transcribed into cDNA using the Applied Biosystems High-Capacity mRNA to cDNA kit. cDNA was amplified using TaqMan Gene Expression Master Mix and TaqMan Gene Expression Assays (Thermo Fisher Scientific). The following TaqMan Primers from Thermo Fisher Scientific were used: BIP/HSPA5, mm00517691; PIDA4, mm00437958; SDF21L, mm00452079; GADD45, 45 mm00432079; myogenin, mm00446194; Pax7, mm01354484; myostatin, mm01254459; crystAB, mm00515567; GAPDH, mm99999915; and 18S, Hs99999901.

The Sequencing and Genomics Technologies Core (SGT) at Duke University performed mRNA-Seq. The SGT used the Kapa Stranded mRNA Kit from Roche (code: KK8421) to enrich for mRNA from total RNA and to reverse transcribe mRNA into cDNA to build sequencing libraries. Libraries were pooled to an equimolar concentration and sequenced on the NovaSeq 6000 SP flow cell to produce 50 bp paired-end reads.

### Statistics

Data are presented as the mean ± SEM. Two-tailed Student’s *t* tests were used to calculate *P* values. Two-way ANOVAs were used to compare data sets with multiple time points. A *P* value of less than 0.05 was considered statistically significant.

### Study approval

All mice were maintained in pathogen-free barrier facilities at Duke University and were used in accordance with protocols approved by the Division of Laboratory Animal Resources and the IACUC of Duke University.

### Data availability

The data supporting this study are available from the corresponding author upon reasonable request. Values for all data points in graphs are reported in the Supporting Data Values file. Raw RNA-Seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database (GSE261935).

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
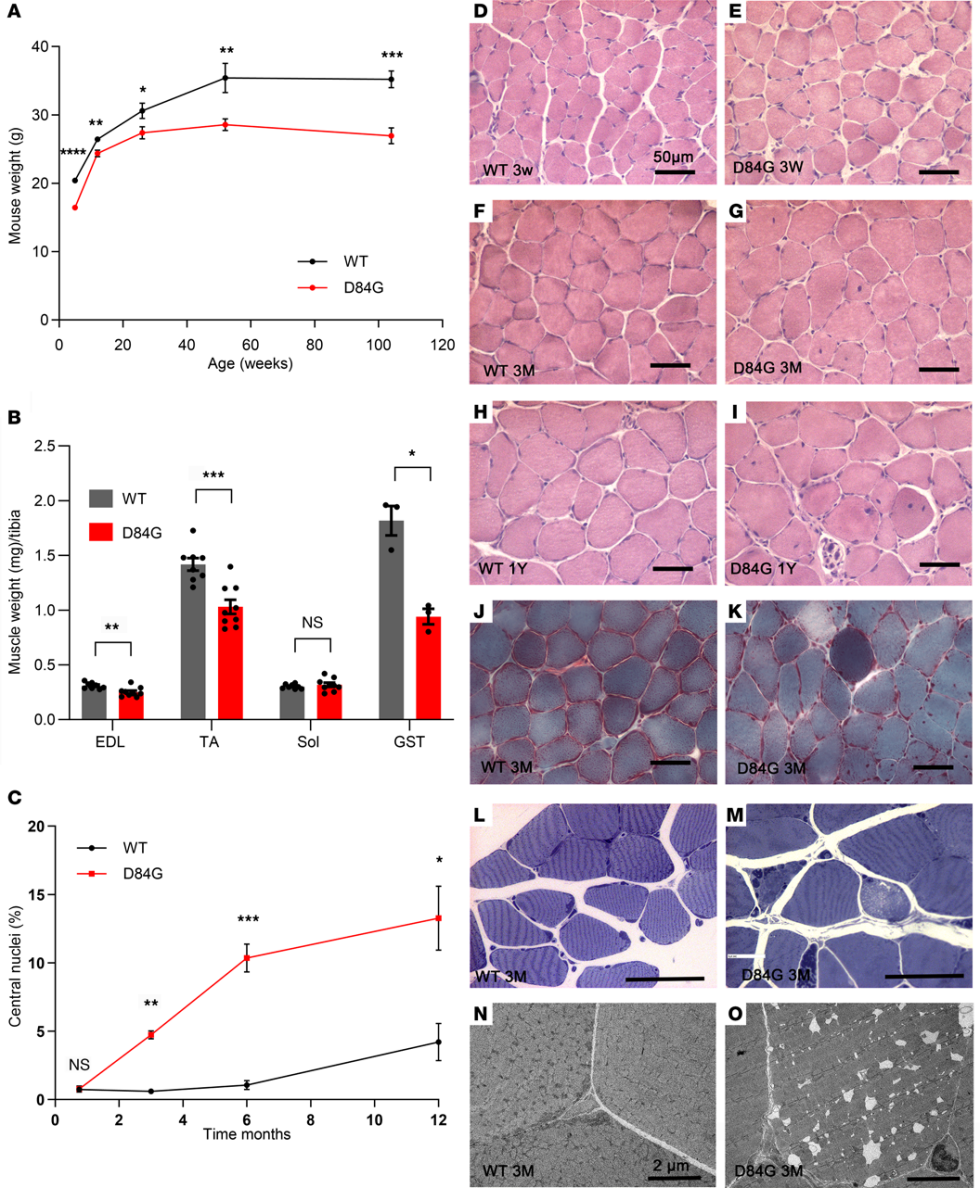
Characterization of STIM1^+/D84G^ muscle. (**A**) Mouse weight with time (*n =* 6–9 male mice per genotype). *P <* 0.0228, by 2-way ANOVA. (**B**) Muscle weight/tibia length of EDL, Sol, TA, and GST muscle from 6-month-old WT and STIM1^+/D84G^ mice (*n =* 3–9 per genotype) (**C**) Quantification of the central nuclei percentage in Sol muscle from WT and STIM1^+/D84G^ mice (*n =* 3) at 3 weeks to 1 year of age. *P <* 0.0005, by ANOVA. (**D**–**I**) H&E staining of 14 μm cryosections of Sol muscle from (**D**) 3-week-old (3W) WT, (**E**) 3-week-old D84G, (**F**) 3-month-old WT (3M) (**G**), 3-month-old D84G (**H**), 1-year-old (1Y) WT, and (**I**) 1-year-old D84G 1 mice (*n =* 3). (**J** and **K**) GÖmÖri trichrome staining of Sol muscle sections from 3-month-old (**J**) WT and (**K**) D84G mice (*n >*3). (**L** and **M**) Toluidine blue staining of thin, resin-embedded sections of (**L**) WT and (**M**) D84G TA muscle. (**N** and **O**) TEM micrographs of ultrathin TA muscle sections from (**N**) WT and (**O**) D84G mice (*n >*3). Values are the mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001, by 2-tailed Student’s *t* test (NS, *P >* 0.05).

**Figure 2:**
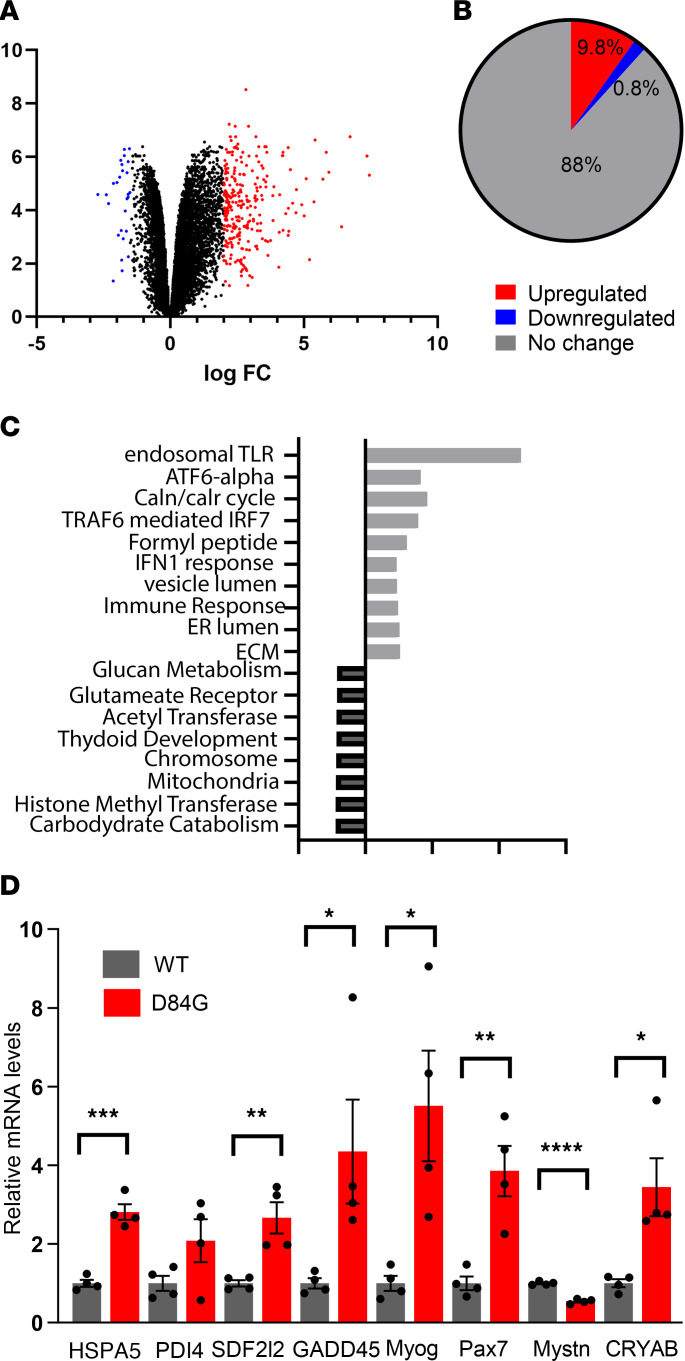
RNA-Seq for GST muscles from 6-month-old WT and STIM1^+/D84G^ mice. mRNA from 6-month-old WT (*n =* 4 female) and STIM1^+/D84G^ (*n =* 4 female) mice was prepared from GST muscle. (**A**) Volcano plot for DEGs from WT and STIM1^+/D84G^ mice. Red dots represent upregulated genes; blue dots represent downregulated genes. (**B**) Graphic representation of DEGs that were upregulated or downregulated. (**C**) GO pathway analysis for DEGs. The top pathways for upregulated DEGs (black) and downregulated DEGs (gray) are shown. (**D**) Quantification of ER stress gene expression in STIM1^+/D84G^ mouse muscle using RT-PCR. Values are the mean ± SD. Relative mRNA levels were normalized to *Gapdh*. *n ≥*4 independent experiments. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001, by 2-tailed Student’s *t* test (NS, *P >* 0.05).

**Figure 3:**
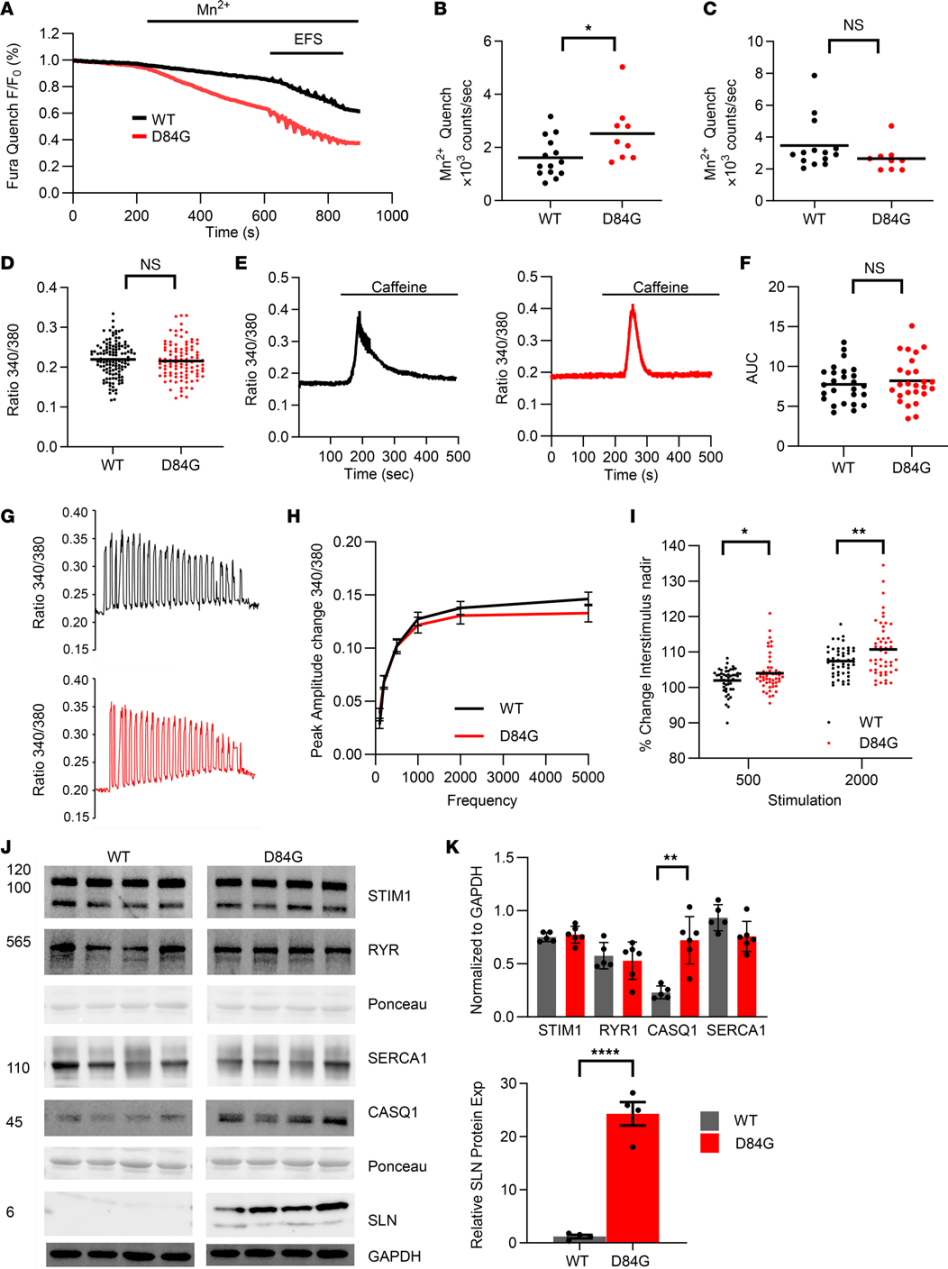
Ca^2+^ signaling in D84G-mutant mice. (**A**–**C**) Manganese (Mn^2+^) quench assays were performed on Fura-2–loaded FDB fibers to quantitate SOCE expression in WT and STIM1^+/D84G^ mice (*n =* 3 male mice; *n* = 30 fibers) (**A**) Spontaneous and EFS Mn^2+^ quench rate in WT and STIM1^+/D84G^ fibers. (**B**) Spontaneous Mn^2+^ quench rate was significantly increased in STIM1^+/D84G^ mice (*P* > 0.05). (**C**) The Mn^2+^ quench following electrical field stimulation (EFS) was not significantly different. (**D**) Basal Ca^2+^ levels measured by the Fura-2 method were not different between WT and STIM1^+/D84G^ fibers. (**E** and **F**) Ca^2+^ release evoked by caffeine from Fura-4F–loaded FDB fibers (**E**). The AUC (**F**) did not differ between WT and STIM1^+/D84G^ fibers (*n =* 3 mice; *n* = 30 fibers per genotype). (**G**) EFS Ca^2+^ transients from Fura-4F–loaded FDB muscle fibers were similar (*n =* 4 mice; *n* = 50 fibers per genotype). (**H** and **I**) Graphical representation of peak amplitude and frequency (**H**) shows no significant changes in peak Ca^2+^ release per EFS (**I**) but a significant elevation in interstimulus Ca^2+^ from STIM1^+/D84G^ fibers (*n* = 3 mice; *n =* 50 fibers per genotype). (**J** and **K**) Western blot analyses of Ca^2+^ handling proteins in 6-month-old WT and STIM1^+/D84G^ mice (*n =* 5 per genotype). Lysates from GST muscles were prepared from WT and STIM1^+/D84G^ mice. Antibodies for STIM1, RYR1, SERCA1, CASQ (top), and SLN (bottom) were used to quantify protein expression (Exp) versus GAPDH. Values are the mean ± SD. *n ≥*4 independent experiments. *P < 0.05, **P < 0.01, and ****P < 0.0001, by 2-tailed Student’s *t* test (NS, *P >* 0.05).

**Figure 4:**
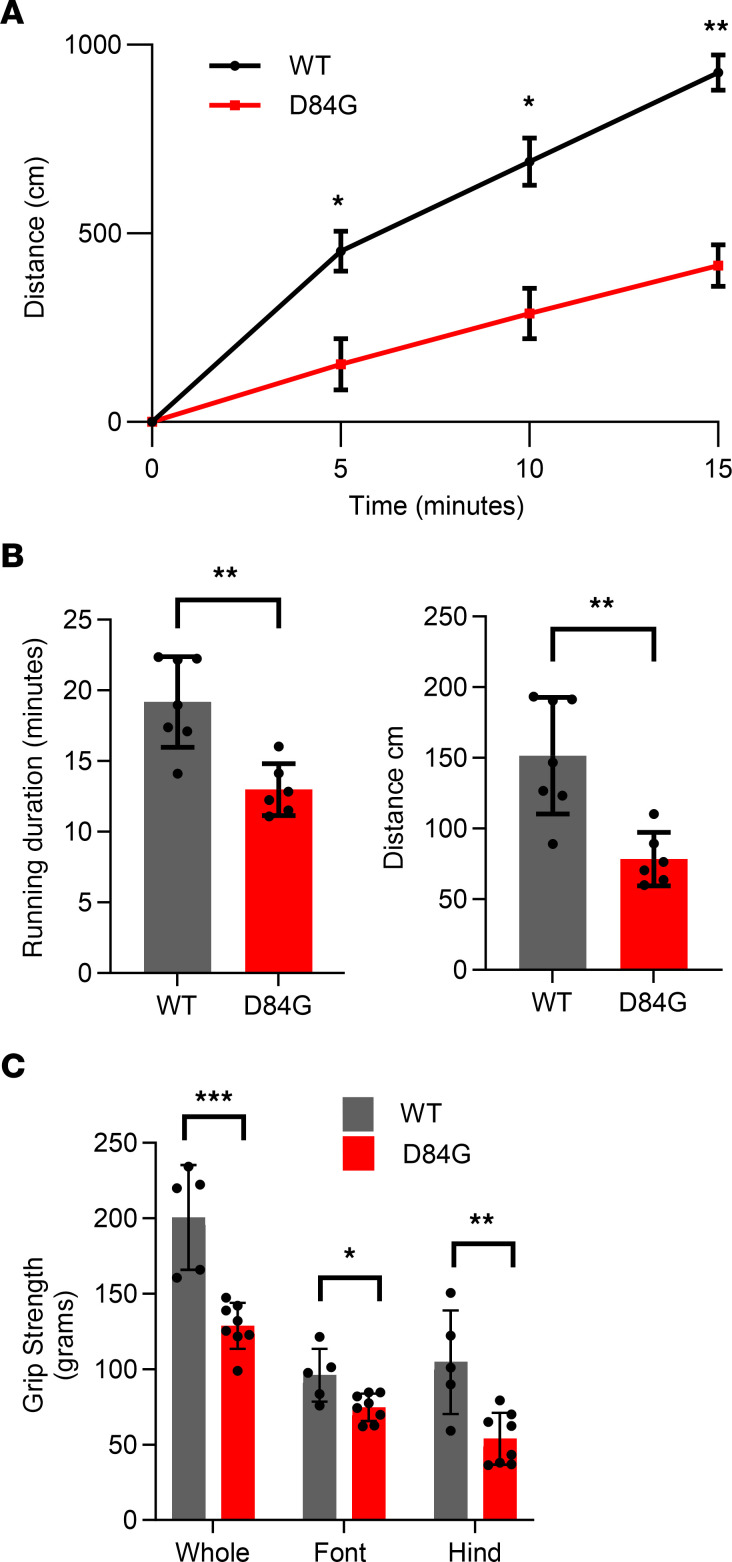
Muscle performance is reduced in the STIM1^+/D84G^ mice. (**A**) Spontaneous locomotion was quantified using an exploratory open-field platform. Recordings of movement every 5 minutes were quantified for WT and STIM1^+/D84G^ mice. Male mice were tested at 3 months (left) and 1 year (right) (*n =* 3 mice for each genotype and age). (**B**) Treadmill running duration (left) and distance (right) for 3-month-old WT (*n =* 6) and STIM1^+/D84G^ mice (*n =* 6). (**C**) Grip strength was measured for the front, rear, and whole body (*n =* 6). Values are the mean ± SD. *n ≥*6 independent experiments. *P < 0.05, **P < 0.01, and ***P < 0.001, by 2-tailed Student’s *t* test (NS, *P >* 0.05).

**Figure 5:**
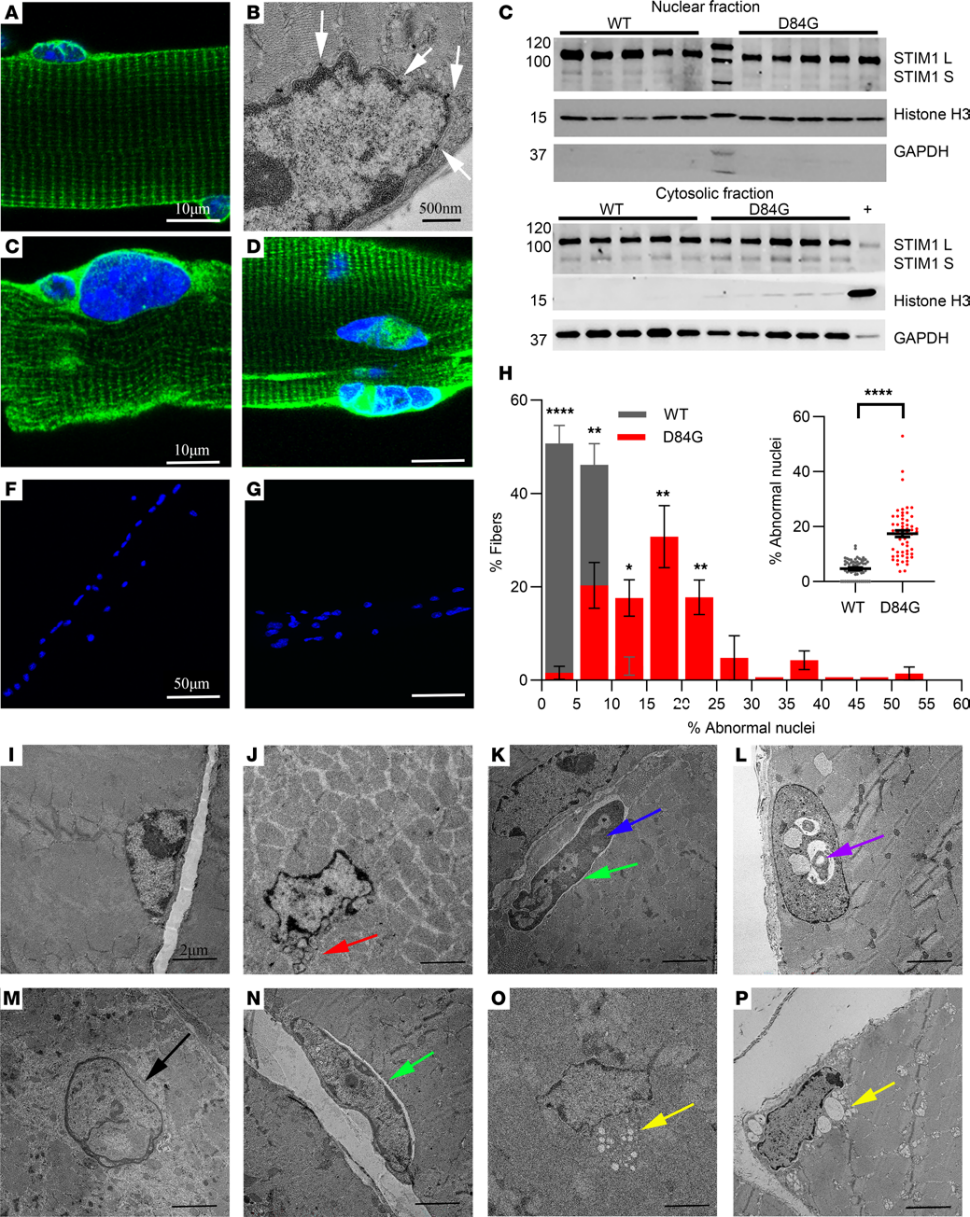
Nuclear abnormalities in muscles of STIM1^+/D84G^ mice. (**A**) Immunostaining for STIM1 (green) and nuclei (DAPI, blue) in WT mice (male and female) (*n >*6). Scale bar: 10 μm. (**B**) Electron micrograph showing expression of STIM LacZ (white arrows) in the nuclear envelope of STIM1^gt/+^ mice as detected by X-gal staining (*n >*4). Scale bar: 500 nm. (**C**) Western blots showing STIM1 expression in the nuclear and cytosolic fractions. (**D** and **E**) STIM1 expression in D84G fibers (*n* >6). Scale bar: 10 μm. (**F**–**H**) Nuclear abnormalities in D84G mice as demonstrated by DAPI staining (blue) (*n =* 7 mice per genotype). (**F** and **G**) Nuclei along the length of the fiber in WT (**F**) and STIM1^+/D84G^ (**G**) mice. Scale bar: 50 μm. (**H**) Quantification of abnormal nuclei (large, clumped, lobular or fragmented) (percentage) in WT and STIM1^+/D84G^ mice. Values are the mean ± SD. *n = 7* independent experiments. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001, by 2-tailed Student’s *t* test (NS, *P >* 0.05). Data are shown as the average number of abnormal nuclei in all fibers (*n =* 48 fibers per genotype). (**I**–**P**) Transmission electron micrographs of nuclei in TA muscles of WT (**I**) and STIM1^+/D84G^ (**J**–**P**) mice (*n >*3). Scale bar: 2 μm. (**J**) D84G nucleus with fragmented micronuclei (red arrow). (**K** and **N**) D84G nuclei with dilated PNS (green arrows). (**K**) D84G nuclei with condensed chromatin (blue arrow). (**L**) Vacuolated nucleus in D84G mice (purple arrow). (**M**) Pale, fading nucleus suggesting karyolysis (black arrow). (**O** and **P**) Vacuolated nuclear membrane (yellow arrows).

**Figure 6:**
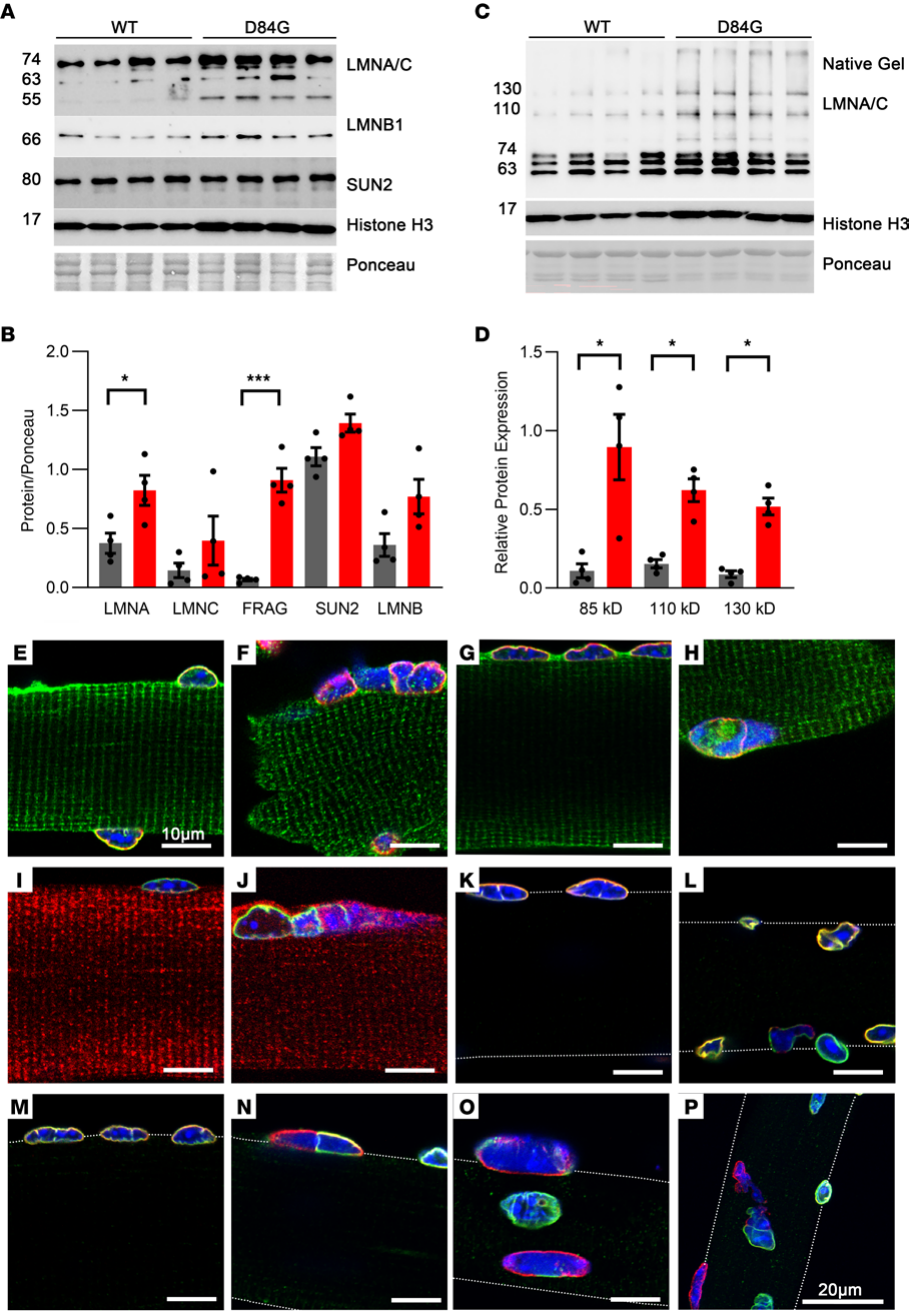
Nuclear membrane proteins in WT and D84G mice. Nuclear extracts from GST muscle were subjected to SDS-PAGE and immunoblotting for WT (*n =* 4) and STIM1^+/D84G^ (*n =* 4) male mice. (**A**) Immunoblotting for LMNA/C, LMNB1, SUN2, and histone H3. LMNA/C blots are represented by isoforms (60–80 kDa) and smaller fragments (55 kDa). (**B** and **D**) Quantification of protein expression in WT (black) and STIM1^+/D84G^ (gray) muscle tissue from **A**, showing LMNA and 54 kDa fragment highly expressed in STIM1^+/D84G^. (**C**) Quantification of native protein expression in WT and STIM1^+/D84G^ tissue, with more LMNA/C aggregations in STIM1^+/D84G^ samples. Values are the mean ± SD. *P < 0.01 and ***P < 0.001, by 2-tailed Student’s *t* test. (**E**–**P**) Localization of nuclear membrane proteins in FDB fibers by fluorescence immunohistochemistry (*n =* 3–5 mice). (**E** and **F**) STIM1 (green) and LMNA/C (red) in (**E**) WT and (**F**) STIM1^+/D84G^ mice. (**G** and **H**) STIM1 (green) and SUN2 (red) in (**G**) WT and (**H**) STIM1^+/D84G^ muscle. (**I** and **J**) LMNB1 (green) and STIM1 (red) in (**I**) WT and (**J**) STIM1^+/D84G^ muscle. (**K** and **L**) LMNB1 (green) and SUN2 (red) in (**K**) WT and (**L**) STIM1^+/D84G^ muscle. (**M**–**P**) LMNB1 (green) and LMNA/C (red) in (**M**) WT and (**N**–**P**) STIM1^+/D84G^ muscle. (**E**–**O**) Confocal images taken at ×40 magnification with ×5 zoom. Scale bars: 10 μm. (**P**) Maximum image projection of 11 confocal images taken at 2 μm intervals through the fiber at ×40 magnification with ×3 zoom. Scale bars: 20 μm. *n =* 3–5 independent experiments.

**Figure 7:**
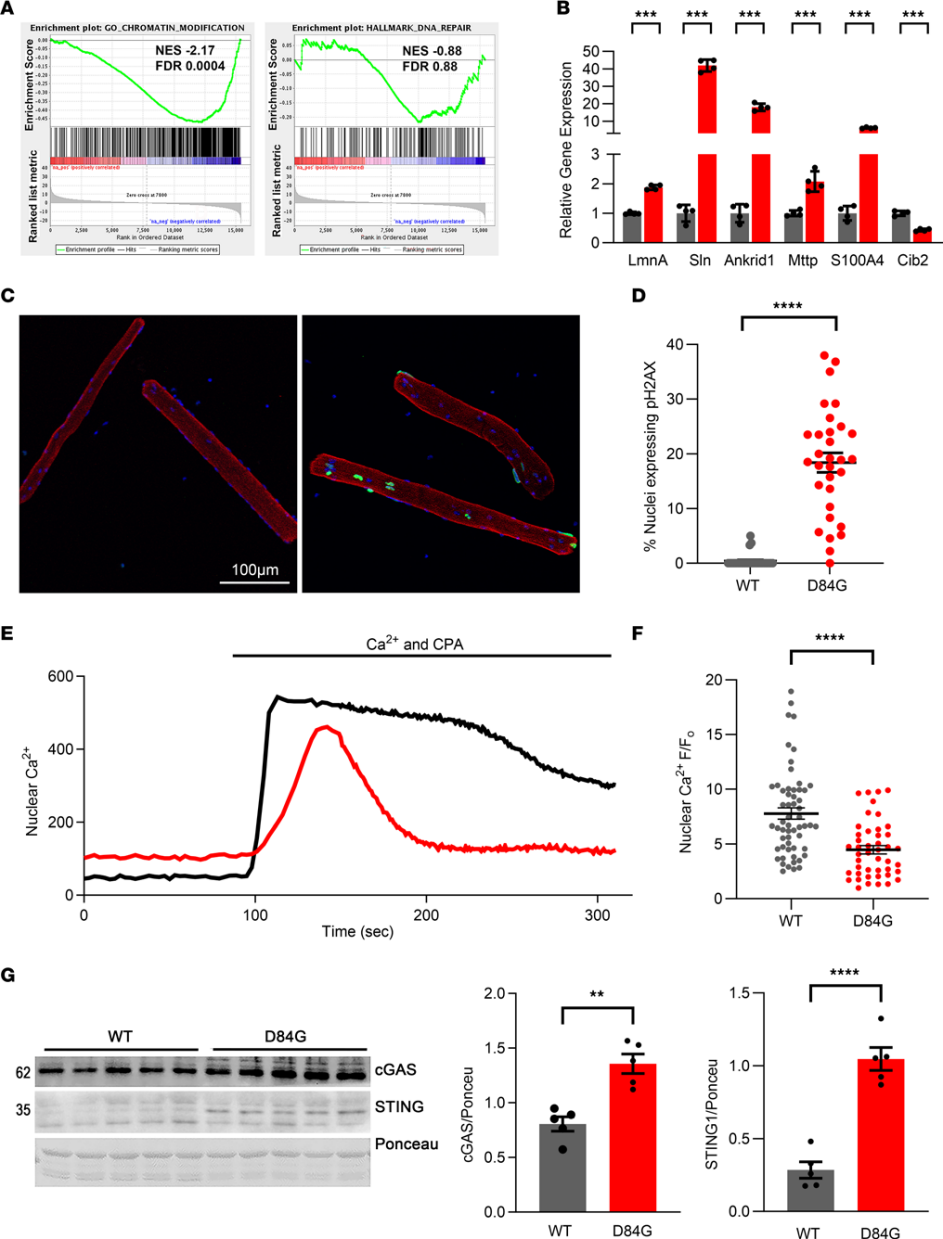
Muscle fibers from STIM1^+/D84G^ mice exhibit nuclear dysfunction. (**A**) GSEA of WT versus STIM1^+/D84G^ RNA-Seq. The FDR *q* value and the *P* value are shown for each plot. Negative enrichment of gene sets involved in DNA repair and chromatin organization are shown. (**B**) LMNA target gene expression in WT and STIM1^+/D84G^ muscle. RNA-Seq data from WT and STIM1^+/D84G^ muscle were mined for genes known to be differentially expressed in LMNA-KO muscle, as described previously (27, 28). Quantification of results (mean ± SEM; *n* =4 animals for each genotype). ***P < 0.01, by 2-tailed Student’s *t* test only for STIM1^+/D84G^ versus WT. (**C**) FBD fibers from WT and D84G mice were fixed and immunostained with the γ-H2A.X antibody (green) to detect phosphorylated histone H2A levels, a marker of DNA damage. Nuclei are colabeled with DAPI (blue). Contours of the fiber are shown by phalloidin to label actin (red). Results are representative of 3 mice of each genotype. Scale bar: 100 μm. (**D**) Quantification of nuclei expressing phosphorylated histone H2A in FBD fibers from WT and D84G mice. (**E** and **F**) WT and D84G STIM1 myoblasts were transfected with GCaMP6mXn (gCAMP), a genetically encoded Ca^2+^ indicator. The SERCA inhibitor CPA (30 μM) was used to evoke Ca^2+^ transients, and then Ca^2+^ was added back to reestablish [Ca^2+^]_N_. Comparison of the nuclear Ca^2+^ content was determined as the F/F_0_ (F_0_ is the average lowest level in no-Ca^2+^ CPA, and F is the difference of the peak reading with readmitted Ca^2+^ and F_0_). Results are representative of WT (*n =* 57) and D84G mutant (*n =* 46) myoblasts. Imaging was performed on 5 separate days. Results are the mean ± SEM. ****P < 0.001, by 2-tailed Student’s *t* test for STIM1^+/D84G^ versus WT STIM1 transfected myoblasts. (**G**) Nuclear lysates from WT (*n =* 5) and STIM1^+/D84G^ (*n =* 5) mouse muscle were prepared and immunoblotted for cGAS and STING with specific antibodies. Ponceau staining was used as the loading control. Quantification of results (mean ± SEM) is shown on the right. **P < 0.01 and ****P < 0.001, by 2-tailed Student’s *t* test for STIM1^+/D84G^ versus WT.

## Version 1 02/01/2024

In-Press Preview

## Version 2 04/01/2024

Electronic publication

# Supplementary material for: The D84G mutation in STIM1 causes nuclear envelope dysfunction and myopathy in mice
**Source:** J Clin Invest. 2024 Feb 1;134(7):e170317. doi: 10.1172/JCI170317
**Supplement:** Supplemental data

Supplemental Figure 1

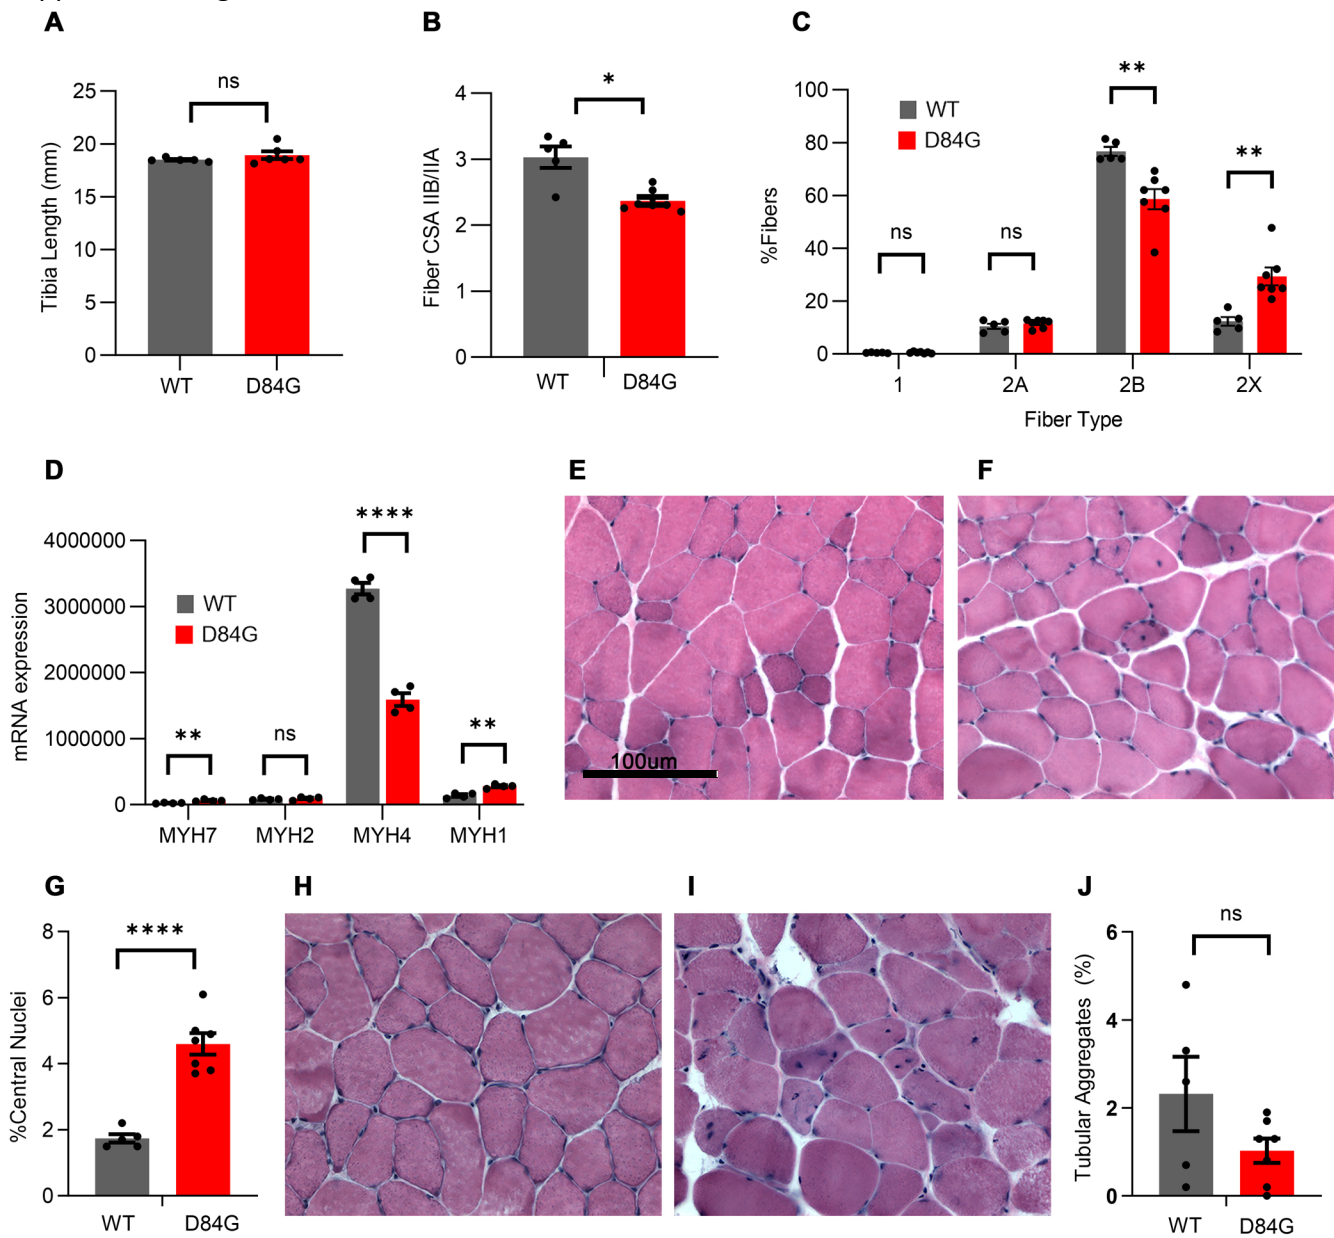

Supplemental Figure 2

A

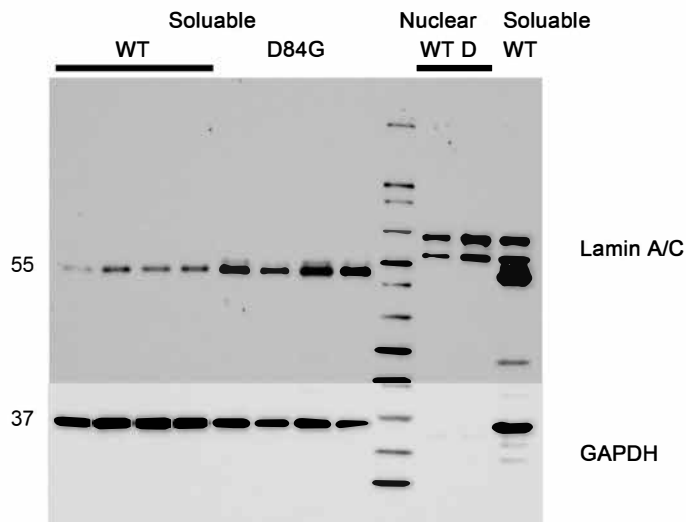

B

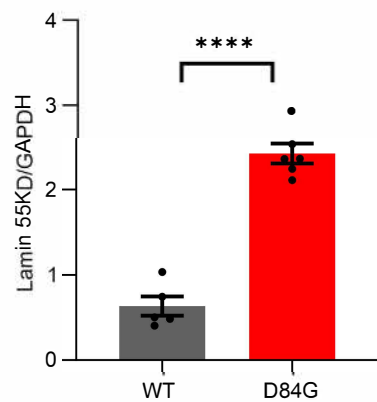

C

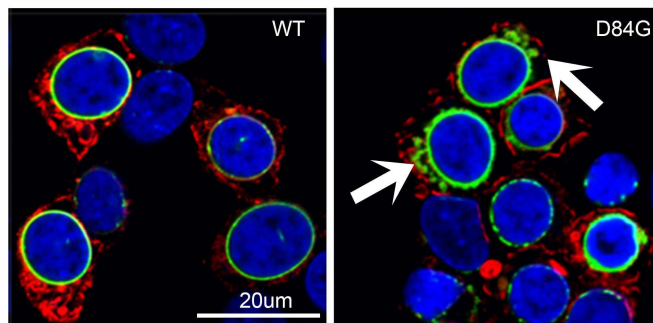

D

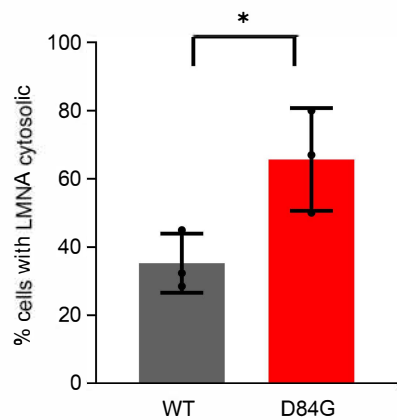

Supplemental Figure 3

A

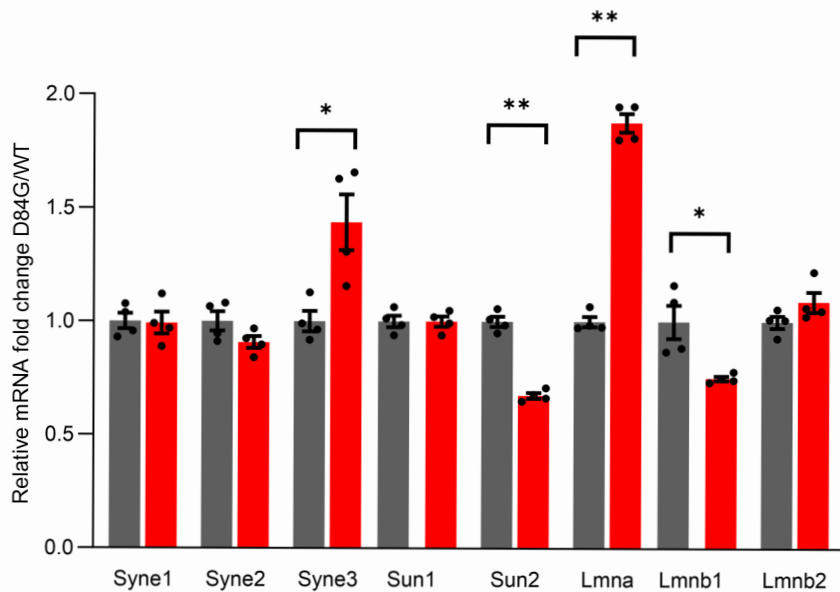

B

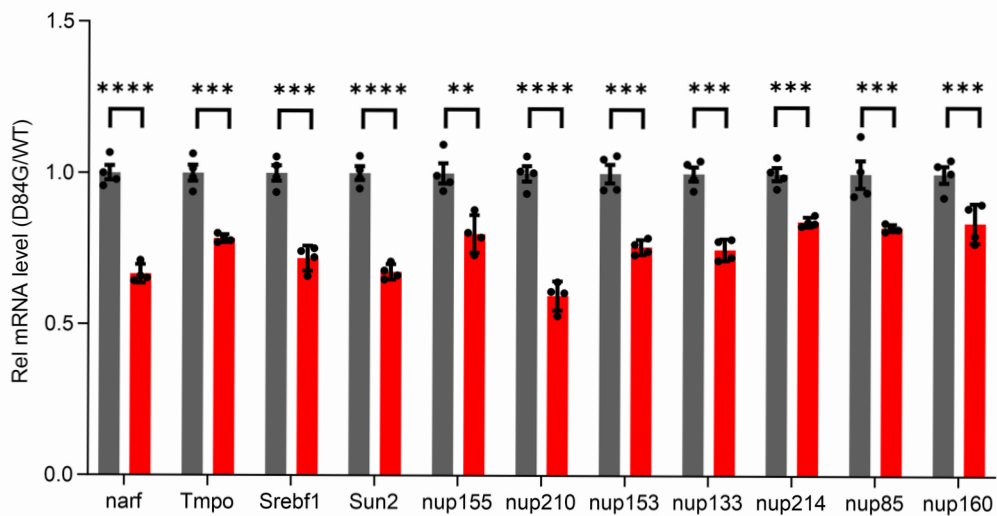

Supplemental Table 1

NIH DAVID Bioinformatics Resources analysis of 173 the STIM1 protein interactions found in the biotinylation map done by Go et al (2021).

Broad Pathways (KEGG or WIKI)

Pathway	Proteins	P- value	Function
Protein Processing in the ER (KEGG PATHWAY)	BCAP31, DNAJC1, SEC24A, SEC24B, SEC63, STT3B, UBXLN4, UBXLN8, ATF6, CANX, CKAP4, EIF2AK3, LMAN1, PREB, RRBP1, SSR1, UBE2J1	8.0E-13	Protein export, anchoring ribosomes, ER stress response, and degrading misfolded proteins.
SNARE interactions in vesicular transport (KEGG PATHWAY)	SEC22B, YKT6, SNAP29, STX18, STX5, USE1	8.5E-6	Transport vesicles between the ER and Golgi body.
Nucleocytoplasmic transport (KEGG PATHWAY)	NSC1, SENP2, UPF1, NUP107, NUP133, NUP155, NUP98	3.3E-4	Rings of the pores. Transient signal for mRNA transport.
Steroid biosynthesis (KEGG PATHWAY)	DHCR24, NSDHL, LBR, SOAT1	6.5E-4	Cholesterol synthesis and cholesteryl ester synthesis.
RHO GTPase cycle (REACTOME PATHWAY)	LEMD3, ARHGAP1, VAPB, VANGL1, VRK2, YKT6, ANKLE2, EMD, ESYT1, ITGB1, KTN1, LBR, LMAN1, PGRMC2, STBD1, STX5, TMPO	1.5E-17	Cytoskeleton regulation for cell polarity, migration, and adhesion.
RHOA GTPase cycle (REACTOME PATHWAY)	BCAP31, DDRGK1, FAF2, ARHGAP1, VAPB, VANGL1, YKT6, ACBD5, HMOX2, KTN1, LBR, LMAN1, PGRMC2, SCFD1, STBD1, STX5, TEX2, TMPO	8.4E-14	Cytoskeleton and cell contractility regulation. Effectors in the cytoplasm and ER. In skeletal muscle the RhoA pathway is responsible for muscle differentiation and regeneration (Rodriguez-Fdez and Bustelo 2021).

Cell Cycle<br>(REACTOME<br>PATHWAY)	LEMD3, NDC1, VRK2,<br>ANKLE2, CHMP7, EMD,<br>GORASP2, LBR, LMNB1,<br>MAPRE1, NUP107, NUP133,<br>NUP155, NUP98, PLK1,<br>PKMYT1, SIRT2, SYN1,<br>SYNE2, TMPO, ZW10	1.7E-5	Involved in prophase,<br>metaphase, and anaphase of<br>mitosis.

Disease pathways

Pathway	Proteins	% of Total<br>Pathway<br>Proteins	P -<br>value	Function
Amyotrophic lateral<br>sclerosis (KEGG<br>PATHWAY)	NDC1, SMCR8,<br>VAPB, WDR41,<br>ATF6, EIF2AK3,<br>ITPR3, NUP107,<br>NUP133, NUP155,<br>NUP98	6.7%	1.1E-3	ER Stress, defects in<br>mRNA export,<br>autophagy.
Envelope proteins<br>and their potential<br>roles in EDMD<br>physiopathology<br>(WIKIPATHWAYS)	LEMD3, ADCY9,<br>EMD, LBR,<br>SYNE3, SYN1,<br>SYN2, TMPO	4.8%	6.2E-8	Interactions With F-<br>actin, SUN, and nuclear<br>lamins.
Cholesterol<br>biosynthesis with<br>skeletal dysplasia<br>(WIKIPATHWAYS)	DHCR24, NSDHL,<br>LBR	1.8%	1.3E-3	Errors in LBR and<br>NSDHL are associated<br>with Greenberg<br>dysplasia and<br>congenital<br>hemidysplasia with<br>ichthyosiform<br>erythroderma.

Supplemental Table 2

Antibody Table D84G Paper

Antigen	Host	Dilution	Manufacturer	Cat #	Use
Stim1 N terminus	Rabbit poly	1:2000<br>1:250	Protein Tec	11565-1-AP	WB,<br>IF
Stim1 C terminus	Rabbit Poly	1:500	Sigma	S6197	WB
Sun2	Mouse mono	1:500<br>1:1000	Millipore	MABT880	WB<br>IF
Lamin A/C 4C11	Mouse mono	1:500	Cell<br>Signalling	4777	WB<br>IF
PH2AX	Rabbit Mono	1:500	Cell Signaling	9718	IF
SERCA1	Mouse mono	1:1000	Thermo<br>Fisher	VE121G9	IF
RyR	Mouse mono		Thermo<br>Fisher	3925	WB
Calsequestrin	Mouse mono		Thermo<br>Fisher	3913	WB
Sln	Rabbit Poly	1:1000	Millipore	ABT13	WB
cGAS	Rabbit Mono		Cell<br>Signaling	31659	WB
<u>STING1</u>	Rabbit Mono		Cell<br>Signaling	50494	WB
Histone 3	Rabbit Mono		Cell<br>Signaling	9715s	WB
GAPDH	Rabbit Poly		Sigma	G9545	WB
					WB
Myosin type 1	Mouse<br>monoclonal		Hybridoma	BAF8	IHC
Myosin type 2a	Mouse<br>monoclonal		Hybridoma	SC71	IHC
Myosin Type 2b	Mouse<br>monoclonal		Hybridoma	BFF3	IHC
SMAA	Mouse Mono	1:1000	Sigma	A2547	IF

How the deposited data were processed for this re-analysis (not part of the article)

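RNA was measured in GST muscle of 6-month-old mice, in 4 WT and 4 STIM1+/D84G libraries with 1 library per mouse. Xist was high in all 8 libraries, between 1989 and 6441 normalized counts, so every mouse was read as female. The column names and the titles of the libraries call the STIM1+/D84G libraries by a strain label. It was matched to the genotype through the title of the series and the supporting data of the paper.

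The deposited table is the work of the authors. Its signal values are, as deposited, read counts per gene divided by 1 size factor per library; the table is named after RPKM, but no value is scaled by gene length. The values of 1 read ranged from 1.02 to 1.21 in WT and from 0.783 to 0.964 in STIM1+/D84G libraries. Its fold (ratio) column was computed by the authors for STIM1+/D84G over WT and lies within 1.15% of the ratio of the group means for genes with a mean over 100, and its log2 column holds, as deposited, the log2 of that fold. Its 2 score columns, a standard error and a Wald statistic, were computed by the authors from the same comparison. Its p value and adjusted p value columns are, as deposited, those of the authors' test of STIM1+/D84G against WT, and have the form of DESeq2 output. The sample labels give mm10 as the genome build, and the aligner, the read counter and the annotation version are not stated. The methods name the Kapa Stranded mRNA Kit and the labels a SMARTer kit.

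The tests, the 43 gene lists, the alternatives and the rule for naming genes were set before the data were examined, when the values were taken for RPKM. The pseudocount of 0.1 and the minimum mean of 0.5 were kept and applied to normalized counts. The smallest mean over the 8 libraries was 1.10, so the minimum removed no gene. Of the 15433 genes, 15289 were matched to GENCODE vM21 by identifier for coordinates, 47 share a name with another gene, and 1373 have a mean under 10. Of the list genes, 37 were not among the listed genes.

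Genes were tested with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend) on log2 of the normalized count plus 0.1, and p values were adjusted by the method of Benjamini and Hochberg. Lists with at least 5 listed genes, 41 in all, were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry, with adjustment over the lists. Members of a list were also adjusted over the list alone. Exact permutation tests used the 70 assignments of 4 against 4. Genes with no read in WT were given a lower bound against a floor of 3 reads over the 4 WT libraries, and genes with 1 to 3 reads a ratio with a 95% counting interval. For those with no read in the WT libraries of a setting, the table of alternatives adds 0.1 to both means. Shares, tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

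The genes that may be named are those the paper names, the 10 with the largest rise and the 10 with the largest fall among genes that passed without overlap, up to 4 members per list by size of change, with the largest of each direction where a list goes both ways, and the 5 most abundant genes. The figures of the paper had been seen when its genes were listed. Outside this rule and after their values were seen, the genes of cGAS and STING and the 3 most abundant macrophage markers are named.

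Reads in listed genes had a median of 30227565 in WT and 28871336 in STIM1+/D84G libraries. A first principal component separated the genotypes, and a second, with 7.54% of the variance, followed a number in the column names that splits the libraries into WT replicates 1 and 2 and D84G replicate 1 against the other 5. What this number stands for is not stated. Replicate numbers are shared between the groups, and over genes with a mean of at least 100 the libraries of the same number correlated at 0.213, 0.161, 0.150 and 0.123 after the group means were removed, so a fit with the replicate number as a block was run. The correlation of WT replicate 2 with D84G replicate 1, which share the number in the column names, was 0.371.

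The procedure was tested on simulated counts with 200 changed genes and the depth and spread of these libraries. Limma recovered 58.2% of the genes changed 1.5-fold, 83.6% of those changed 2.5-fold and 92.4% of those changed 4-fold, and 11 unchanged genes (6.59% of the calls) were called. A list of 30 genes, 20 of them raised 1.5-fold, had an adjusted p of 1.86e-22 with camera at the preset correlation, 0.00111 at an estimated correlation and 1.15e-05 with fry, and 0 of 41 unchanged lists were called by camera at the preset correlation. The simulated genes were drawn independently of each other, with known size factors, and as many of the 200 changed genes rose as fell. The simulation therefore cannot test the preset correlation or the scaling of the libraries.

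The alternatives were pseudocounts of 1 and 0.01, no filter, a minimum mean of 2, scaling by the median of ratios, scaling on all but the 50 most abundant genes, quantile normalization, limma without trend and with robust estimation, the replicate block, each library left out in turn, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, folds of more than 2 and 4, and ratios of geometric means. A batch term for the number in the column names, the 5 libraries of 1 such number, a minimum mean of 10 and scaling to the total of all listed genes were added after seeing the data. The gene sets of the paper's GO and GSEA analyses and the lists with fewer than 5 listed genes (neutrophil markers and sex-linked genes) were not used for list tests here.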

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

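Only the scaling to the total of all listed genes was chosen after the result was seen; the other tests in this part were set beforehand.

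In 7 of the 130 groups of 4 libraries looked at, 1 library lay far from the other 3 by Dixon's ratio, above its 95% critical value; chance does so in 1 of 20 groups. The ratio was 0.868 for Lmna in WT replicate 2, 0.926 for Htra4 in D84G replicate 1 (45.2 against 15.9 to 18.0) and 0.86 for Mir365-2 in D84G replicate 4 (5.29 against 0.961 to 1.57). It was 1.0 for Apol9a in WT replicate 2, Clca6 and Pkhd1 in WT replicate 1 and Krt8 in WT replicate 3, where the other 3 libraries had no read. The ratio of group reads was 41.3 for Apol9a (95% interval 11.2 to 346) and 63.4 for Pkhd1 (11.1 to 2536).

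Other groups of genes also moved. Of 22 ATF4 target genes of the integrated stress response, 15 were higher, among them Gdf15, from 3.37 ± 1.9 to 49.8 ± 9.85, the serine synthesis gene Psat1, from 55.1 ± 7.26 to 290.0 ± 21.0, and the cystine transporter gene Slc7a11, from 2.05 ± 2.40 to 32.5 ± 8.88 (SD, n = 4 each); 2 were lower (16 and 3 when adjusted over the list alone), 1 of them Atf4 itself, whose sign turns positive with scaling to the total. The list had a median log2 fold change of 0.83, an adjusted p of 1.19e-04 with a preset correlation and 0.0842 with an estimated correlation. Of 20 genes known to rise on denervation, 16 were higher and 1 was lower, Hdac4 (16 and 1 when adjusted over the list alone, median 0.97, adjusted p = 2.00e-07 and 0.0842). The higher genes included Chrng, the embryonic subunit of the acetylcholine receptor, from 4.80 ± 4.63 to 38.4 ± 7.51, and Runx1, from 76.6 ± 23.6 to 399 ± 25.5. Hdac4 had an adjusted p of 0.0619 to 0.0815 when any of D84G replicates 1, 2 and 3 was left out. Its adjusted p was 0.1265 with scaling on all but the 50 most abundant genes, and its log2 fold change was -0.001 with scaling to the total. Of 20 stretch-responsive and YAP target genes, 12 were higher and 4 were lower (12 and 4 when adjusted over the list alone; median 0.45, adjusted p = 0.00376 and 0.205), among them Csrp3, from 1255 ± 358 to 4324 ± 820.4, and Xirp1, from 5585 ± 625 to 18695 ± 1812. The median of the 16 macrophage markers was 1.9.

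More genes rose than fell by over 2.5-fold. The share of higher genes among them was 0.932, and the lowest under 3 other scalings was 0.718, with quantile normalization, and since the test was set to count under 0.6 for the scaling and over 0.8 under each against it, how much of this excess comes from the scaling cannot be told apart from a change in the muscle. A lower share of fiber RNA that raises every other cell type alike is argued against as the only cause. The medians of the macrophage and endothelial lists differ by 1.99 (standard error 0.199), with the endothelial list lowest, at -0.08. The medians were 0.02 for smooth muscle and pericytes, 0.09 for Schwann cells, 0.57 for fibro-adipogenic progenitors and 1.9 for macrophages. The large difference rests on the macrophage list, so a rise of macrophages, alone or with a lower share of fiber RNA, stays open. All 16 macrophage markers have reads in WT muscle, and the most abundant, Lyz2, Csf1r and Mrc1, rose from 813 to 3196, 476 to 1297 and 526 to 1128. With the 8 libraries regrouped in all 35 ways, only the real split, 1 of 35, reached its 970 genes over 2.5-fold or its 7624 genes without that condition (highest of the others 0 for both). Every other split puts mice of both genotypes in each group. The genotype difference then widens the spread within groups, so these counts of 0 do not stand for chance alone. For lists, 3 of 35 reached 28 (highest of the others 29), so by the rule set beforehand chance is not excluded for the number of lists. The other splits that reached 28 lists kept 3 mice of 1 genotype together in each group. They still hold much of the genotype difference, so they do not stand for chance alone. Splits with 2 mice of each genotype in each group gave 2 to 8 lists. Libraries with the same replicate number correlated above 0, though not only these. WT replicate 2 with D84G replicate 1 (0.371) and WT replicate 4 with D84G replicate 3 (0.222) correlated more than any pair of the same replicate number. Both of these pairs share the number in the column names. Of pairs that do not share it, WT replicate 2 with D84G replicate 3 stood at -0.299, and with D84G replicate 2 at 0.161. WT replicate 4 with D84G replicate 2, which share it, stood at -0.054. The correlations therefore do not show a pairing of mice by replicate number. Only 8 of the 35 splits part all 4 pairs of the same replicate number, as the real one does. These 8 are too few for a share under 0.05; the highest of the other 7, which put both genotypes in each group, was 0 for both counts of genes and 29 for lists.

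The chromatin modifier, histone methyltransferase and nucleoporin genes together had a median log2 fold change of -0.17 (standard error 0.02) for their 145 members with a transcript length and GC content. After a trend with length and GC content over all genes was removed, the median was -0.13 (standard error 0.02), so such a trend is argued against as the whole cause. With scaling to the total of all listed genes each of the 3 medians is above 0, though below that of all genes, and whether the RNA of these genes fell per fiber stays open.

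Of 161 genes within 10 Mb of Stim1 on chromosome 7, 90 (55.9%) passed the test, against 49.5% of the genes elsewhere (one-sided Fisher exact p = 0.0625). Variants linked to Stim1 in the STIM1+/D84G line could raise this share, and the test does not decide it.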

How the results depend on the processing

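The scaling to the total of all listed genes, the number in the column names as a batch term, the libraries of 1 such number and a minimum mean of 10 were chosen after the results were seen. No filter and scaling by the median of ratios move nothing here, since no gene is removed and the deposited size factors already are of that kind. Apart from the settings named next, every count of genes stayed within 1.5 times the one reported. With scaling on all but the 50 most abundant genes 2245 were lower. With quantile normalization 521 were higher and 205 lower over 2.5-fold. With scaling to the total of all listed genes 9480 were higher and 761 lower, and over 2.5-fold 1507 and 30. A fold of more than 2 gave 135 lower genes, and a fold of more than 4 gave 416 higher and 12 lower. The cause was not tested beyond the shift of all genes by each scaling and the size of the fold. With 1 library left out in turn, 3326 to 3822 genes were higher and 3321 to 3596 lower, 781 to 988 and 54 to 72 of them over 2.5-fold, and 27 to 31 lists passed. The replicate block gave 3888 higher and 3778 lower genes, shared 7319 calls and changed the call of no list; Il2rb and Ncmap no longer passed (adjusted p = 0.0567 and 0.0548, limma). EdgeR gave 3953 and 3608, and DESeq2 3522 and 3487.

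Oxidative genes no longer passed with scaling on all but the 50 most abundant genes (adjusted p = 0.0544), nor with quantile normalization (0.0517), where the direction against other genes reversed, nor with scaling to the total (0.193), where the direction that camera gives reversed while their median stayed below that of all genes (0.23 against 0.36). With quantile normalization, which sets genes of equal rank in all libraries such as Myh4 and Tnnt3 to no difference, fast-fiber genes had 0.0571, and mitochondrially encoded genes had 0.146 with the direction reversed. With scaling to the total, histone methyltransferase genes had 0.309, DNA repair genes 0.331 and nucleoporin genes 0.703. For these lists the cause was not tested. With an estimated correlation in camera 0 lists passed, against 35 with fry, and the adjusted p were 0.148 for slow-fiber, 0.274 for fast-fiber, 0.0842 for ER stress, 0.274 for interferon, 0.106 for innate signaling, 0.148 for extracellular matrix, 0.0842 for myogenesis, 0.0842 for glycolysis, 0.401 for oxidative, 0.148 for histone methyltransferase, 0.0842 for chromatin modifier, 0.108 for DNA repair, 0.108 for nucleoporin and 0.0842 for Supplemental Figure 3B genes. The estimate allows for genes of a list that vary together from mouse to mouse.

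Of 225 named genes, 218 passed, and across 24 settings 50 of these no longer passed in at least 1, 3 others passed in at least 1, and 6 reversed, with quantile normalization: the ratio became 1.001 for Herpud1, 1.01 for Rpl8, 1.011 for Xirp2, 1.025 for mt-Nd2, 1.107 for mt-Nd4 and 1.019 for mt-Nd5. Scaling to the total, which is not among these 24, adds 0.35 to most log2 fold changes and less to those of genes with few reads. Chit1, with no read in WT, went from 9.04 to 9.21. That 21 of the 218 genes changed sign under it, 10 of which still passed, that 31 no longer passed, and that 6 of the 7 others passed follows from this shift and the size of each change, and is no test of how stable a gene is. For genes with few reads the depth limits the fold, as the counting intervals show.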

Differences from the paper's values

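Scaling to the total of all listed genes and the libraries of 1 number in the column names are the settings in this part chosen after seeing the values. The paper reports 1543 genes as higher, and 904 were higher here at an adjusted p under 0.05 with its threshold of 2.5, which the paper states for an enrichment score, read as a fold. Of the alternatives set before the data were examined, scaling on all but the 50 most abundant genes (1075) and a fold of more than 2 (1317) came within 1.5 times the paper's count, and the others did not. Scaling to the total of all listed genes, chosen after seeing the values, gave 1507 and drops 12 of the 855 genes that the authors' deposited table calls higher over 2.5-fold and 49 of the 79 that it calls lower. The authors' table itself has 1234 genes higher and 149 lower over 2-fold at its adjusted p, both within 1.5 times the paper's counts, and 1518 and 288 at any p, where the second is not.

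The paper reports 116 genes as lower, and 66 were lower here. Of the alternatives set before, only a fold of more than 2 (135) came within 1.5 times. The 5 libraries of 1 number in the column names, chosen after seeing the values, gave 79 and drop 31 of the 79 genes that the authors' table calls lower over 2.5-fold and 134 of the 855 that it calls higher.

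As shares of the transcripts, the paper gives 10% and 1.8%, and the values here were 5.86% and 0.428%. The first came within 1.5 times with scaling on all but the 50 most abundant genes (6.97%) and a fold of more than 2 (8.53%), the second only with quantile normalization (1.33%). The paper's count of 116 is 0.752% of its 15434 transcripts.

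The paper reports that MYOG, PAX7, MSTN and CRYAB were higher, without naming the assay in that sentence, and lists primers for them among its quantitative PCR assays. In the RNA-Seq values Myog and Cryab were higher (log2 fold change 1.37 and 1.28), Pax7 did not pass (0.13), and Mstn was lower (-1.37). The paper places the base change at nucleotide 444 of the transcript, and the changed base of codon 84 is base 251 of the coding sequence and base 860 of the transcript in the annotation used here.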

Other observations

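Of the tests in this part, those with scaling to the total of all listed genes, with a batch term for the number in the column names and within the 5 libraries of 1 such number were chosen after the result was seen. The metallothionein genes Mt1 and Mt2, which bind zinc, rose from 224 ± 27.6 to 1215 ± 319.6 and from 147 ± 39.9 to 1621 ± 372 (SD, n = 4 each). They belong to 22 genes of atrophy and proteolysis, of which 12 were higher and 3 lower, Foxo4, Fbxo31 and Map1lc3b (12 and 3 when adjusted over the list alone). The list had a median of 0.23, with adjusted p = 0.0329 with a preset and 0.139 with an estimated correlation, and 0.0513 within the 5 libraries of 1 number in the column names. Map1lc3b had adjusted p = 0.4385 with quantile normalization and 0.3282 with scaling on all but the 50 most abundant genes. Its sign turned with scaling to the total of all listed genes. Of 28 p53 targets, 11 were higher, among them the cell cycle inhibitor gene Cdkn1a, from 498 ± 121 to 1488 ± 62.8, and the proapoptotic gene Pmaip1, from 4.68 ± 1.82 to 59.8 ± 2.69, and 5 were lower, among them Polk (11 and 5 when adjusted over the list alone; median 0.26, adjusted p = 0.0866 with a preset and 0.293 with an estimated correlation). The list as a whole did not pass at either correlation, but passed at the preset one with quantile normalization (adjusted p = 0.0360), without WT replicate 1 (0.0390) and within the 5 libraries of 1 number in the column names (0.0419).

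Of 14 genes of cytosolic DNA sensing, 11 were higher and 1 lower, Banf1, whose sign turns with scaling to the total (11 and 1 when adjusted over the list alone; median 1.08, adjusted p = 3.14e-04 with a preset and 0.125 with an estimated correlation). Mb21d1, the gene of cGAS, rose from 11.6 ± 4.26 to 22.5 ± 5.51 (log2 fold change 1.00, adjusted p = 0.0236), Tmem173, the gene of STING, from 68.6 ± 12.5 to 120.1 ± 19.2 (0.81, adjusted p = 0.00135), and Zbp1, from 15.1 ± 10.6 to 96.2 ± 19.8. Of 15 immediate early genes 7 were higher and none lower (7 when adjusted over the list alone; median 0.63, adjusted p = 0.0603 with a preset and 0.495 with an estimated correlation; 0.0237 with quantile normalization, 0.00329 without WT replicate 1, 0.0204 with a batch term and 5.37e-04 within the 5 libraries of 1 number), and of 38 ribosomal protein genes 2 were higher and 8 lower (2 and 6 when adjusted over the list alone; median -0.03, adjusted p = 0.321 with a preset and 0.564 with an estimated correlation), with a median above 0 under each of 3 other scalings and above that of all genes only with quantile normalization.

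Among markers of other cells, 4 of 7 T and NK cell genes were higher (4 when adjusted over the list alone; median 2.18, adjusted p = 0.0570 with a preset and 0.274 with an estimated correlation; 0.0409 with a pseudocount of 1, and 0.0449, 0.0224 and 0.0493 without WT replicate 1, WT replicate 3 or D84G replicate 3), with 2 reads of Cd3g in the WT libraries together and 37 in the STIM1+/D84G libraries, a ratio of 14.8 with a 95% interval of 3.83 to 127. Of 5 B cell genes 1 was lower, Ighm, from 1806 ± 285 to 485 ± 88.1 (1 when adjusted over the list alone; median 0.07, adjusted p = 0.552 with a preset and 0.60 with an estimated correlation; 0.0243 with scaling to the total, and the median is below 0 with quantile normalization). Of 10 genes of fibro-adipogenic progenitors 8 were higher and 1 lower (8 and 1 when adjusted over the list alone; median 0.57, adjusted p = 0.00173 with a preset and 0.321 with an estimated correlation). Of 7 tendon genes 4 were higher (6 when adjusted over the list alone; median 0.67, adjusted p = 0.0363 with a preset and 0.378 with an estimated correlation; 0.0546 to 0.0603 without WT replicate 3, D84G replicate 1 or D84G replicate 2; 0.0759 with scaling on all but the 50 most abundant genes and 0.286 with scaling to the total; 0.185 with edgeR and 0.181 with DESeq2). Of 9 satellite cell genes 5 were higher (5 and 1 lower when adjusted over the list alone; median 0.31, adjusted p = 0.0843 with a preset and 0.212 with an estimated correlation; 0.0476 with DESeq2).

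The other lists of cell types did not pass. Of 12 endothelial genes 2 were lower (1 when adjusted over the list alone; median -0.08, adjusted p = 0.204 with a preset and 0.60 with an estimated correlation; the median is above 0, but below that of all genes, under 2 other scalings). Of 9 smooth muscle and pericyte genes 1 was higher and 1 lower (1 and 1; median 0.02, adjusted p = 0.75 with a preset and 0.874 with an estimated correlation). Of 8 Schwann cell genes 2 were higher (1; median 0.09, adjusted p = 0.552 with a preset and 0.798 with an estimated correlation), of 9 adipocyte genes 1 (0; median 0.31, adjusted p = 0.223 with a preset and 0.625 with an estimated correlation; 0.0377 without WT replicate 3), and of 6 red blood cell genes 3 (3; median 0.44, adjusted p = 0.118 with a preset and 0.495 with an estimated correlation). With fry, the p53, immediate early, ribosomal, T and NK cell, B cell and satellite cell lists passed as well. Which cells the RNA came from was not measured.

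The 2 further genes with the largest bounds, Spz1 and Lce1f, were at least 9.63-fold and at least 8.83-fold higher, with no read in the WT libraries. Fgf21, a hormone made by stressed muscle, had 2 reads in WT and 29 in STIM1+/D84G libraries together, a ratio of 11.6 (95% interval 2.94 to 101). Of the 7624 genes that passed here, 6947 are among the 7024 that the authors' table calls, in the same direction.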
